# A modERN resource: identification of *Drosophila* transcription factor candidate target genes using RNAi

**DOI:** 10.1093/genetics/iyad004

**Published:** 2023-01-19

**Authors:** William W Fisher, Ann S Hammonds, Richard Weiszmann, Benjamin W Booth, Louis Gevirtzman, Jaeda E J Patton, Connor A Kubo, Robert H Waterston, Susan E Celniker

**Keywords:** *Drosophila*, transcription factors, regulation, embryo and gene expression

## Abstract

Transcription factors (TFs) play a key role in development and in cellular responses to the environment by activating or repressing the transcription of target genes in precise spatial and temporal patterns. In order to develop a catalog of target genes of *Drosophila melanogaster* TFs, the modERN consortium systematically knocked down the expression of TFs using RNAi in whole embryos followed by RNA-seq. We generated data for 45 TFs which have 18 different DNA-binding domains and are expressed in 15 of the 16 organ systems. The range of inactivation of the targeted TFs by RNAi ranged from log2fold change −3.52 to +0.49. The TFs also showed remarkable heterogeneity in the numbers of candidate target genes identified, with some generating thousands of candidates and others only tens. We present detailed analysis from five experiments, including those for three TFs that have been the focus of previous functional studies (*ERR*, *sens,* and *zfh2)* and two previously uncharacterized TFs (*sens-2* and *CG32006),* as well as short vignettes for selected additional experiments to illustrate the utility of this resource. The RNA-seq datasets are available through the ENCODE DCC (http://encodeproject.org) and the Sequence Read Archive (SRA). TF and target gene expression patterns can be found here: https://insitu.fruitfly.org. These studies provide data that facilitate scientific inquiries into the functions of individual TFs in key developmental, metabolic, defensive, and homeostatic regulatory pathways, as well as provide a broader perspective on how individual TFs work together in local networks during embryogenesis.

## Introduction

The *Drosophila melanogaster* genome is among the most thoroughly described metazoan genomes, a result of years of classical genetics studies followed by genome-wide efforts to identify transcripts and annotate DNA elements, particularly the modENCODE (Model Organism ENCyclopedia Of DNA Elements) (Brown and Celniker 2015) and modERN projects (Model Organism Encyclopedia of Regulatory Networks) (Kudron *et al.* 2018), http://epic.gs.washington.edu/modERN/). Classical genetic studies have identified major players in certain gene regulatory networks (GRNs), notably those TFs controlling early development (Nusslein-Volhard 1991; Wieschaus 2016). These features make *Drosophila* a powerful system in which to investigate transcription factor (TF) action at the genomic level.

Many of the TFs in flies have human orthologs, allowing the fly genes to be used to investigate the functions of these proteins during development (Lewis 1978). Studies on individual fly TFs have led to significant insights into the function of human disease genes specifically as well as human development and physiology more generally (Gehring 1996; Schott *et al*. 1998; Braun and Woollard 2009; Bellen *et al*. 2010; Kropp *et al*. 2019). Of the approximately 1,600 human TFs, only two-thirds have defined binding sites (Lambert *et al.* 2018) and one-third had detectable expression in the Human Tissue Atlas (Uhlen *et al.* 2015). Similar to the human TFs, nearly a third of *Drosophila* TFs remain largely unstudied and are known only by a curated gene identifier (CG) (Thurmond *et al.* 2019).

TFs play key roles in the complex GRNs that control development and physiology, including sex determination, early pattern formation, organogenesis, and response to environmental cues. TFs act by binding to specific DNA regulatory elements to control the expression of downstream genes. Sets of TFs often work collectively on adjacent or overlapping binding sites (Stanojevic *et al*. 1991; Li *et al*. 2008; Barr *et al*. 2017; Barr and Reinitz 2017) and often interact with one another. Catalogs of TF-binding regulatory sequences are underway in model genetic organisms and humans (Kudron *et al*. 2018; ENCODE Project Consortium et al. 2020), using chromatin immunoprecipitation sequencing assays (CHiP-seq) and other methods that detect physical interactions, such as yeast one-hybrid (Y1H) (Hens *et al*. 2011; Zhu *et al*. 2011) and two-hybrid (Y2H) (Shokri *et al.* 2019). Connecting physical binding to biological function can be challenging, however, as not all TF-binding appears to drive gene expression (Li *et al*. 2008; Fisher *et al*. 2012). Therefore, complementary approaches are needed to identify downstream target genes, validate predicted DNA regulatory regions, and, ultimately, to reconstruct GRNs. Transgenic cis-regulatory module (CRM) reporter studies have been used to identify predicted regulatory elements that are functional in vivo (Pfeiffer *et al*. 2008; Fisher *et al*. 2012; Kvon *et al*. 2014; Arbel *et al*. 2019). One complementary approach to identify downstream genes controlled by specific TFs is to knock out individual TFs and monitor changes in global gene expression. A convenient means of generating TF knockouts or knockdowns is RNA interference (RNAi), a post-transcriptional gene-silencing process using double-stranded RNAs (dsRNAs) homologous in sequence to the silenced genes (Fire et al. 1998; Hannon 2002).

We used RNAi to disrupt individual TF expression throughout embryonic development. The Transgenic RNAi Project (TRiP) (Perkins *et al*. 2015; Zirin *et al*. 2020) has generated a genome-scale collection of RNAi stocks that allow disruption of gene activity under UAS GAL4 control in the germ line or soma. These lines have been used with tissue-specific Gal4 drivers to restrict RNAi to particular tissues or developmental stages (Schnorrer *et al.* 2010). We used the TRiP short hairpin RNA (shRNA) lines in the Valium20 vector driven by a ubiquitous Gal4 driver to suppress the expression of *Drosophila* TF genes throughout embryogenesis and identify putative target genes by conducting whole embryo RNA-seq on the TF knockdown embryos. As Gal4-driven RNAi is most effective in post-blastoderm embryos, and as the blastoderm TF network has been studied extensively (reviewed in (Chipman 2020)), we focused on TFs with patterned expression post-blastoderm. A caveat with these experiments is the well-known issue of off-target effects (Meghana *et al.* 2006; Moffat *et al.* 2007). Such effects have been greatly reduced but not eliminated with the shRNA lines designed by the TRiP project (Ni *et al.* 2011).

Genome-scale identification of *Drosophila* TF candidate target genes will facilitate the generation of detailed network maps in this model organism, and help elucidate the role of orthologous genes in humans. Of the 9,732 embryonically expressed coding genes (RPKM ≥1), 3,597 (37%) are still CGs with little known about their function.

To demonstrate the utility of our RNAi approach, we present here a global analysis of the first 45 TF knockdown experiments in the ongoing modERN project along with more detailed results from five individual TF knockdown experiments. Three of the TFs (*ERR*, *sens,* and *zfh2)* have been the focus of previous functional studies and allow us to compare our results with other published analyses. We also include two less well-studied TFs: *sens-2,* for which targets had not previously been identified, and *CG32006,* whose orthologs have been primarily studied in other species. This study provides insights into the transcriptional regulatory circuits that control development.

## Methods

### Crosses for production of RNAi knockdown flies

TF knockdown was generated using RNAi crosses containing a shRNA construct from the TRiP collection (Perkins *et al*. 2015; Zirin *et al*. 2020); (https://fgr.hms.harvard.edu/fly-in-vivo-rnai), expressed in the Valium20 vector. The TF RNAi lines, drivers, and control RNAi are shown in Supplementary Table 47. To activate the shRNAi, the TRiP line males were crossed to females from a da-Gal4 driver line, BL95282 (formerly BL55849), which carries homozygous copies of the da-GAL4 driver on two chromosomes (w[*]; P{w[ + mW.hs] = GAL4-da.G32}2; P{w[ + mW.hs] = GAL4-da.G32}UH1) so that all of the F1 embryos have two copies of the da-Gal4 driver and one copy of the RNAi hairpin for shRNA constructs on either the second or third chromosome, depending on the location of the target gene. The double homozygous da-Gal4 driver stock is prone to breaking down, which is difficult to see phenotypically. Therefore, we recommend keeping several separate sublines. With each experimental set, we used the *CG32006* and *zfh2* TRiP lines as positive controls—the cross to da-Gal4 should be embryonic lethal. The crosses were set up in two standard culture bottles, each with approximately 100 homozygous RNAi males and 250 homozygous virgin females from the da-Gal 4 driver line. All crosses were maintained at 27°C to maximize the Gal4 function. (Note that subsequent experiments showed that *CG32006* and *zfh2* RNAi crosses were both embryonic lethal even when performed at 20°C, although no embryos were collected to generate RNA-Seq data). After 1–2 days, the crosses were transferred to minicages (Geneseesci.com, Cat#:59-101). Embryos were collected on molasses/agar plates in standard petri dishes that fit on the bottom of the cages. The flies were allowed to acclimate to the cages for 2 days before embryo collections began, and at least two 1-hour clearing collections immediately preceded the timed sample collections. For the 0–1.5 hours of embryo collections, eggs were processed directly after a 1.5 hours of laying period. For the peak expression period (specific to each TF) and 16–18 hours late collection, eggs from 2-hour collections were aged at 27°C to the appropriate age and then processed. Aged embryos were dechorionated in bleach (3% sodium hypochlorite) for 3 minutes, washed with deionized water, transferred to agarose blocks, gently blotted dry, and then transferred to tared microfuge tubes before flash freezing in liquid nitrogen and storing at −80°C.

### RNA isolation, library preparation, and sequencing

Frozen embryos were homogenized using the Pellet Pestle Cordless Motor (Kimble Cat. No. 749540-0000; Pellet Pestles Sigma Cat. No. Z359947). RNA was extracted from the homogenate using TRIzol Reagent (Thermo Fisher, Cat. No. 15596026), chloroform extraction, and isopropanol precipitation. RNA was resuspended in Nuclease Free Water (Ambion AM9930) and incubated over night before purification using the RNeasy Mini Kit (QIAGEN Cat. No. 74106). After Qiagen clean-up and quantification (NanoDrop ND1000v 3.5.2), 10-µl aliquots (300 ng/µl) were sent to the Waterston Lab at the University of Washington for library construction and sequencing.

Before library preparation, RNA sample integrity was assessed on an Agilent 2100 Bioanalyzer using the Agilent RNA 6000 Nano Kit (Agilent 5067-1511). Although we did not use qPCR to check for knockdown of the TF transcript this could be done before library construction as an additional control. Libraries for sequencing were then made using TruSeq Stranded mRNA Library Prep (llumina 20020594). Paired-end sequencing was performed on an Illumina NextSeq 550 machine using 150-cycle Illumina Nextseq 500/550 Kits v2.5 (Illumina 20024907) and standard Illumina primers.

### RNA-seq data processing pipeline

Raw FASTQ files were aligned to the *D. melanogaster* reference genome (Release 6) (Hoskins *et al.* 2015) using STAR aligner 2.7.3a (Dobin and Gingeras 2016) with default settings and up to 20 multiple alignments to produce BAM files. Subread featureCounts v2.0.1 was used to determine read counts overlapping genes. The HTSeq “htseq-count” command was run using the default “–nonunique none” option, which excludes reads overlapping multiple annotated gene regions. This setting can affect the downstream DESeq2 analysis by showing zero differential expression for multi-cistronic genes. If the differential expression for multi-cistronic genes is required, we recommend running “htseq-count” with “–nonunique fraction” or “–nonunique random” parameters, using our provided BAM alignment files, then running DESeq2 using the generated htseq-count files as inputs. Differential gene expression in the RNAi experimental samples compared to the mCherry controls was determined using DESeq2 1.28.0 (Love *et al.* 2014) using default parameters. DESeq2 outputs six parameters: base mean, log2FoldChange standard error, stat (*z* score), log2FoldChange values, and adjusted and nonadjusted *P*-values. The *P*-values in DESeq2 are calculated using the Benjamini and Hochberg method (Benjamini and Hochberg 1995).

### Gene ontology analysis

To classify proteins and determine enrichment we used the gene ontology (GO) Panther classification system (Gene Ontology Consortium 2021). For each TF in our study, we generated ranked lists based on log2fold change of the upregulated or downregulated target genes for each time window. We used the FBgn numbers to determine GO enrichment using the “GO Enrichment Analysis” tool at http://geneontology.org/ using the default Drosophila gene lists (Mi *et al.* 2019). The adjusted *P*-values (*P*_adj_) we report were determined using default parameters and the output is labeled “FDR” http://geneontology.org/. Gene enrichment results referenced in the paper, including annotation version and release date, are in Supplementary Table 48. Supplementary Table 49 lists gene symbols and corresponding gene names for all named genes. To identify genes regulated in common by multiple TFs, we used the open-source bioinformatics tool provided by MolBio Tools (http://www.molbiotools.com/).

### Quality control metrics

Fastp v0.20.1 (Chen *et al.* 2018) was used to check the sequencing read quality. Alignment statistics from STAR were used to ensure reasonable read coverage and mapping quality. We generated a clustered heatmap of the median of ratios normalized gene counts for all samples using a custom script based on R, DESeq2 (Love *et al*. 2014), and ggplot (https://ggplot2.tidyverse.org/reference/ggplot.html). The heatmap includes additional metadata such as batch date, timepoint, and TF that were useful for comparing sample read coverage.

In addition, we generate differential expression heatmaps for each experiment, with gene differential expression plotted against each sample timepoint. For these heatmaps, we use log2-fold change cutoff of less than or equal to −1 or greater than or equal to 1, with adjusted *P*-value cutoff less than or equal to 0.1.

We calculated *P*-values for the *zfh2* 12–14 hours rank order negative log2fold gene list using the cumulative distribution function (CDF) of the hypergeometric distribution (https://systems.crump.ucla.edu/hypergeometric/index.php).

## Results

### RNAi RNA-seq resource

To prioritize TFs for the TF RNAi RNA-seq experiments, we examined transcriptional profiles for each of the ∼700 TFs in the *Drosophila* genome using RNA-seq data from modENCODE and spatial expression data from the BDGP embryonic expression pattern database (Graveley *et al*. 2011; Hammonds *et al*. 2013), as well as functional information available from the literature. We prioritized TFs with patterned expression in post-blastoderm embryos and selected an embryonic stage when the factor has maximal expression or function. We performed RNAi RNA-seq using whole embryo preparations from three-time windows: the prezygotic developmental stages, before any expression of the zygotically expressed TF normally is observed (0–1.5 hours after egg lay [AEL], embryonic stages 0–3), from a 2-hour window centered on the period of peak expression, and from embryos 16–18 hours AEL (embryonic stages 16–17), to capture downstream effects of TF knockdown after most of the organ systems are well established. The period of peak expression is defined by the highest embryonic 2-hour RNA-seq window identified in the modENCODE transcriptional profiling embryonic dataset (Graveley *et al*. 2011). For two TFs, *Hr51* and *CG9876* we selected secondary peak stages because the normal expression exhibited two distinct expression peaks. In parallel experiments, we assessed whether the RNAi cross resulted in lethality or other phenotype at any stage of development.

For these studies we crossed homozygous females from a ubiquitous Gal4 driver line to homozygous males from a UAS TRiP line to express short hairpin RNAs (shRNAs) and silence target TF expression via RNAi (Fig. 1a). TriP lines were chosen based on available homozygous Valium20 lines (containing 21 bp targeting sequence and vermillion gene for selection). Although the use of additional RNAi lines targeted at different sequences of each TF would help rule out off-target effects, we elected to use only one TRiP hairpin shRNAi for each TF because of two factors: the limitation of available lines (there is usually only one homozygous viable shRNAi line available for a given TF) and for the cost considerations in doubling the number of experiments. The Gal-4 driver gene is *daughterless* (*da),* which is ubiquitously expressed maternally and at all zygotic stages. The homozygous driver line carries da-Gal4 inserts on both the second and third chromosomes to maximize activation of the UAS regulated shRNA. We collected F1 embryos resulting from the cross and then isolated total RNA for analysis by RNA-seq to identify putative regulatory targets by changes in gene expression. For each experiment, two biological replicates were assayed for each time point along with two replicates of a control RNAi cross that targets mCherry (red fluorescent protein DsRed from *Discosoma sp*.), a gene not present in flies, so that the RNAi machinery is activated but without a target gene.

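Gene counts of 399 whole-embryo libraries were examined, 271 from crosses with a hairpin against 1 of 45 TFs and 128 from control crosses. The knockdown libraries form 137 groups of a TF and a window, and the control libraries form 64 groups in 21 sets, so that several TFs were compared with the same control libraries. Each group held 2 libraries, except that CG15696 at 0–1.5 hours and Camta at 0–1.5 hours and 12–14 hours had 1 knockdown library each. The control set of E5 is labelled da-Gal4 and that of twi MTD-Gal4, in place of mCherry. The authors aligned the reads with STAR and counted them per gene with HTSeq. These counts, for 17612 gene symbols, were used as deposited. For every TF and window, knockdown and control libraries were compared by edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over the genes that passed a filter on low counts. A gene was called at an adjusted p of at most 0.1, the threshold of the paper. Levels are given as CPM, counts scaled to a common library size by TMM, as mean ± SD of the 2 libraries. A fold change is the log2 ratio of knockdown to control with its standard error. Where a group had 0 counts of a gene, the fold change is given as the least that 3 counts per library would allow, and such floors cover counting error only.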

**Fig. 1.**
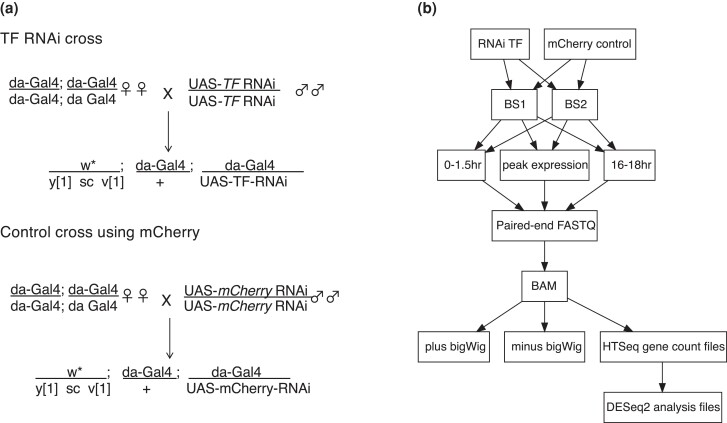
Cross scheme and experiment pipeline. a) cross schemes to generate RNAi knockdown embryos. Females carrying two homozygous copies of da-Gal4 were crossed to males homozygous for a specific TF RNA short hairpin loop under UAS to drive ubiquitous expression of the silencing hairpin. All of the progeny had two da-Gal4 transgenes driving expression of the TF RNA hairpin and one copy of the hairpin sequence. The scheme was carried out at 27C–27.5C. Embryos were collected after 2 hours egg lays and aged to the appropriate stage before chorions were removed and embryos frozen. b) The control cross activates the RNAi machinery against a target gene (*mCherry*) that does not exist in flies. Abbreviations: BS1 and BS2—Biosamples 1 and 2 (experiments done as replicates at three time points), BAM—Binary Alignment Map, bigwig (Binary wiggle tracks for viewing at UCSC, plus and minus refer to the DNA strands, HTSeq (High Throughput Sequence Analysis in Python), DESeq2 (Differential Gene Expression Analysis).

### Global analysis of RNAi dataset

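The embryo libraries held from 13148430 to 167412388 counts on genes, with a median of 54799768. At 0–1.5 hours the 130 libraries of knockdown and control embryos ranged from 29894900 to 137945603 counts, and at 16–18 hours the 132 libraries ranged from 18372459 to 132993759. The number of genes with at least 1 count in a library lay between 9208 and 13734. Reads assigned to no gene made up a median of 6.11% of a library, with a range of 3.519% to 20.65%. The 10 most abundant genes of a library took a median of 9.915% of its counts. They took 53.62% in the first replicate of dmrt99B RNAi at 16–18 hours, the highest share. No pair of replicates held copied counts.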

We completed RNAi RNA-seq experiments (Fig. 1b) for 45 TFs studied in duplicate with at least three time points each, organized into 137 temporal datasets (399 files). The log2fold change in gene expression for each TF targeted by an shRNA during the period of peak expression and at 16–18 hours is shown in Table 1 and Supplementary Table 1. Fifteen TFs were knocked down with log2fold ≤−1.0 and another 15 with log2fold changes between −0.50 and −1.0. 

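The transcript of the targeted TF was lower in both knockdown libraries than in both control libraries for 36 of the 44 TFs with 2 knockdown libraries at the peak window, and for 34 of the 45 TFs at 16–18 hours. The single knockdown library of Camta at 12–14 hours also lay below both controls. By the lower of both windows, 24 TFs had a log2 fold change of at most −1, 10 lay between −1 and −0.5 and 11 lay above −0.5. Of the 24, cad at 2–4 hours had 55.53 and 41 CPM against 175.9 and 32.81 CPM in controls. For su(Hw) at 16–18 hours the levels were 75.36 and 98.89 against 80.49 and 383.2 CPM. Each of these decreases rests on 1 high control library. At the peak window alone, 19 TFs reached −1, cad among them. The bHLH gene CG33557 was 121-fold lower (1 against 88 counts, 95% counting interval 21.1 to 4820, adjusted p = 0.021) at 6–8 hours. The Iroquois gene caup had a log2 fold change of −4.22 at 10–12 hours and HLH54F, needed for the caudal visceral mesoderm, −4.01 at 8–10 hours. In the caup comparison 84.9% of the genes tested were called. Genes absent from eggs but expressed by control embryos had a median of −2.50 there. The caup decrease may thus in part be that of a wider shift. The unfolded protein response gene Xbp1 had −3.99 at 10–12 hours. At 16–18 hours the homeobox gene CG9876 was 99.1-fold lower (1 against 110 counts, 95% counting interval 17.4 to 3950, adjusted p = 0.098) and sens 38.4-fold lower (3 against 96 counts, 95% counting interval 12.7 to 189, adjusted p = 0.0423). Of the 45 transcripts, 17 were called lower by edgeR at the peak window and 23 at the peak window or at 16–18 hours, and DESeq2 called 28 at either window. All 45 passed the filter on low counts at their peak.

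**Figure D1:**
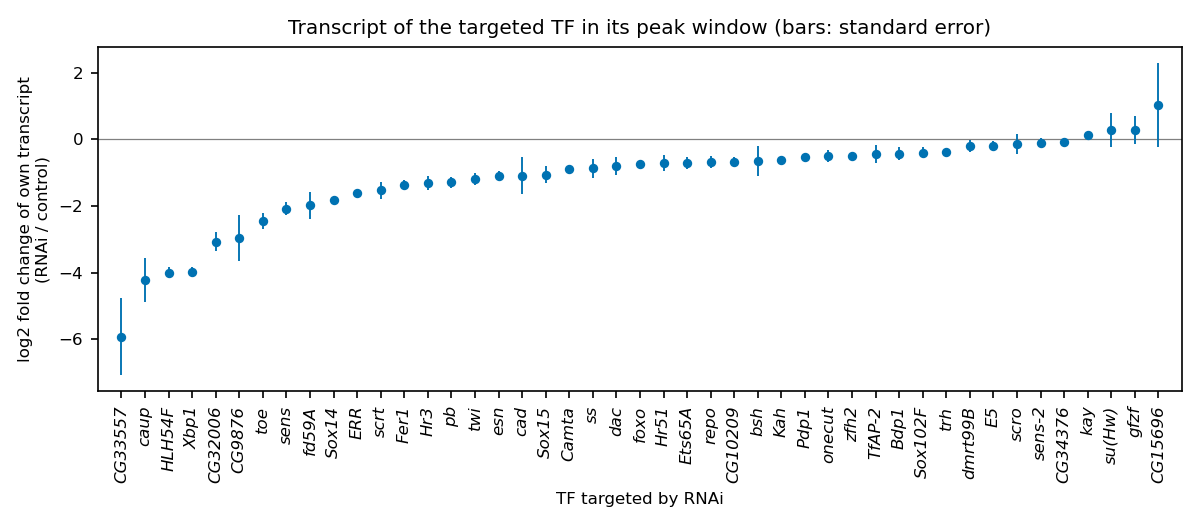
Log2 fold change of the targeted TF's transcript (vertical axis, knockdown over control) at the peak window of each of the 45 TFs, with bars for the standard error. CG33557, which had 1 count in knockdown embryos, lies lowest, caup lies at −4.22 and 4 TFs lie above 0.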

The remaining 15 TFs showed relatively low levels of RNAi inactivation, with log2fold changes no stronger than −0.48, including six with log2fold change no stronger than −0.15 at any of our measured time windows. 

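Of the 45 TFs, 4 had no log2 fold change below −0.15 at the peak window or at 16–18 hours, and CG15696, gfzf, kay and su(Hw) had a positive one at the peak, though CG15696 had −2.33 (adjusted p = 0.454) at 16–18 hours. The AP-1 gene kay had 0.12 (standard error 0.14, adjusted p = 0.574) at 10–12 hours. The insulator gene su(Hw) had 0.27 (standard error 0.51, adjusted p = 1) at 2–4 hours and −1.41 (standard error 0.82, adjusted p = 0.599) at 16–18 hours. For sens-2, which encodes a zinc finger protein, the value was −0.10 (standard error 0.13, adjusted p = 0.876) at 14–16 hours, and for the neural homeobox gene scro it was −0.14 (standard error 0.30, adjusted p = 0.737) at 12–14 hours, all by edgeR. The uncharacterized gene CG34376 had −0.07 at 10–12 hours. At the peak windows of these 5 TFs the standard error exceeds the absolute log2 fold change (0.09 for CG34376), so that 2 libraries per group set no direction for any of them.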

We find that for TFs where RNAi knockdown resulted in lethality, the lethal period typically matched reported genetic studies of null mutations described below. This includes two members of the group with minimal to no knockdown, *sens-2* and *kay*; these will be discussed in more detail below. Of the 45 TFs, three were embryonic lethal (*caup*, *CG32006,* and *zfh2)*, nine were larval lethal (*CG10209*, *ERR*, *foxo*, *onecut*, *scro*, *sens, Sox15*, *trh*, and *Xbp1),* three were pupal lethal (*kay*, *sens-2,* and *TfAP-2)* and one, *Camta,* was larval/pupal lethal (Table 1). Lethality of *CG32006* and *sens-2* is reported for the first time here. The similarity of the lethal stages suggests these are not off-target effects and supports the idea that the RNAi may be acting to suppress translation as well as mRNA abundance. Alternatively, feedback mechanisms may lead to compensatory expression that does not fully restore function.

**Table 1.** Log2fold changes for each TF targeted by shRNAi at peak expression and 16–18 hours.

TF	Peak expression (hours)	Log2fold change peak	Log2fold change 16–18	RNAi Lethal Stage
*Bdp1*	6–8	−0.25	−0.19	—
*bsh*	10–12	−0.09	−0.01	—
*cad*	2–4	−0.60	−0.14	—
*Camta*	12–14	−0.55	−0.64	Larval/Pupal
*caup*	10–12	−3.52	−3.09	Embryonic
*CG10209*	12–14	−0.58	−1.02	Larval
*CG15696*	2–4	0.49	−0.91	—
*CG32006*	12–14	−2.35	−2.12	Embryonic
*CG33557*	6–8	−1.57	−0.45	—
*CG34376*	10–12	−0.05	−0.02	—
*CG9876* ^a^	6–8; 12–14	−0.31; −0.68	−1.58	—
*dac*	6–8	−0.52	−0.74	—
*dmrt99B*	6–8	−0.20	−0.42	—
*E5*	10–12	−0.15	0.16	—
*ERR*	10–12	−1.23	−1.14	Larval
*esn*	14–16	−0.86	−0.98	—
*Ets65A*	12–14	−0.65	−1.01	—
*fd59A*	10–12	−1.02	−1.44	—
*Fer1*	12–14	−0.40	−0.85	—
*foxo*	10–12	−0.39	−0.64	Larval
*gfzf*	2–4	0.19	0.01	—
*HLH54F*	8–10	−2.22	−1.50	—
*Hr3*	12–14	−0.48	−0.52	—
*Hr51* ^a^	6–8; 12–14	−0.53; −0.57	−0.47	—
*Kah*	8–10	−0.50	−0.51	—
*kay*	10–12	0.15	0.10	Pupal
*onecut*	12–14	−0.52	0.06	Larval
*pb*	8–10	−0.84	−0.48	—
*Pdp1*	14–16	−0.40	−0.29	—
*repo*	14–16	−0.58	−0.73	—
*scro*	12–14	0.00	−0.30	Larval
*scrt*	10–12	−1.03	−1.03	—
*sens*	6–8	−1.26	−0.90	Larval
*sens-2*	14–16	−0.09	0.06	Pupal
*Sox102F*	12–14	−0.32	−0.26	—
*Sox14*	6–8	−1.47	−0.74	—
*Sox15*	10–12	−0.71	−0.02	Larval
*ss*	12–14	−0.41	−0.49	—
*su(Hw)*	2–4	0.15	−0.75	—
*TfAP-2*	10–12	−0.26	−0.47	Pupal
*toe*	6–8	−1.80	−0.71	—
*trh*	6–8	−0.37	−0.43	Larval
*twi*	2–4	−1.11	−0.87	—
*Xbp1*	10–12	−2.78	−3.29	Larval
*zfh2*	12–14	−0.35	−0.27	Embryonic

Time point of 12–14 hours AEL was used in global analysis summary statistics.

Since we found that RNAi knockdown shows a wide range in log2fold values for the TFs themselves, we determined the number of candidate target genes using log2fold cutoffs of less than −0.5 or more than +0.5 and a 0.1 adjusted *P*-value (*P*_adj_) (Fig. 2a, b). We found that although the knockdown of some TFs resulted in decreased or increased expression of only a few genes, knockdown of other TFs resulted in changed expression of hundreds or even thousands of genes (Fig. 2a, b). 

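At the peak window, edgeR called 13684 genes lower and 20420 genes higher at an absolute log2 fold change of at least 0.5, added over the 45 TFs. The median TF had 62 calls. No gene was called for 9 TFs (DESeq2 left 1 TF without a call), 15 TFs had fewer than 100 calls, 11 had from 100 to fewer than 1000 and 10 had at least 1000. Knockdown of the Iroquois gene caup gave 9533 calls, of CG33557 4069, of scro 3981 and of the mesoderm gene twi 3131. Then followed Kah with 2897 calls, CG32006 with 2339, CG10209 with 1749, Ets65A with 1450, the bZIP gene Pdp1 with 1319 and Sox15 with 1275. In the caup comparison, genes absent from eggs but expressed by control embryos had a median log2 fold change of −2.50, in the scro comparison −0.67 and in the Ets65A comparison −0.41. The caup knockdown libraries lay apart in these genes, with medians of −1.95 and −3.44, and mitochondrial transcripts had a median of 3.40 there. In 16–18 hour embryos the median TF had 7 calls and 15 TFs had none, and at 0–1.5 hours 32 TFs had none. By DESeq2 the calls at the peak window numbered 39409.

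**Figure D2:**
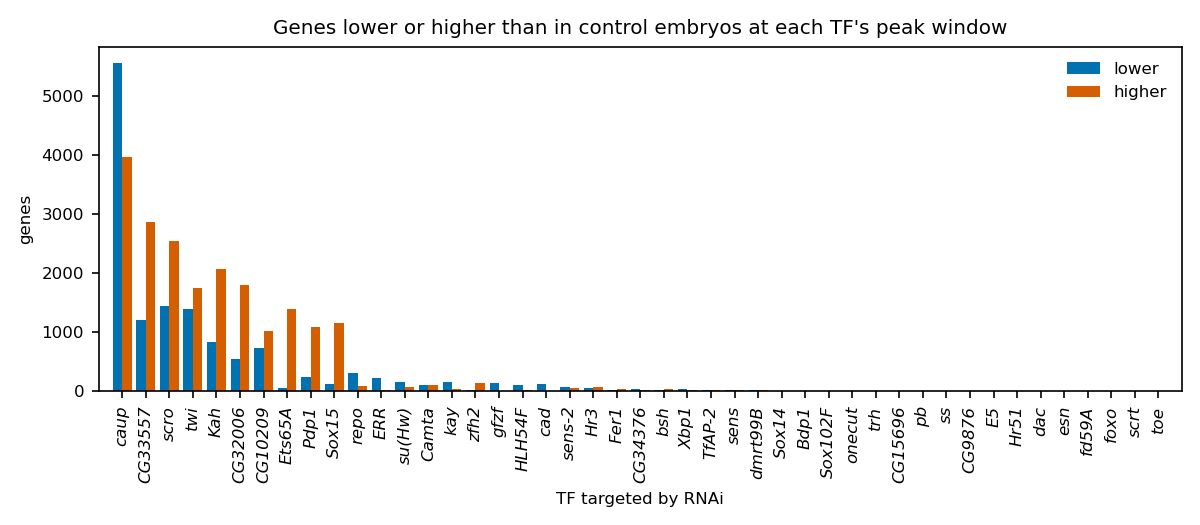
Number of genes (vertical axis) called lower (blue) and higher (orange) at the peak window for each TF, in order of the total. The caup bars, which add to 9533, are the tallest and 9 TFs have no bar.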

To evaluate whether the RNAi experiments identified unique sets of TF targets rather than a generalized RNAi response, we searched for target genes expressed in common (Fig. 2c, d). A few pairs of TF knockdown experiments with the highest number of affected genes (*e.g. Bdp1* and *caup*  Fig. 2c) shared hundreds of targets, but most TF pairs had few target genes in common, in either the positive (log2fold change ≥0.5) (Fig. 2c) or negative groups (log2fold change ≤−0.5) (Fig. 2d), indicating that the targets identified are largely distinct sets, specific to each TF.

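Of the 990 pairs of TFs, 561 had genes called lower at the peak window for both TFs and 524 had genes called higher for both. Among these, 138 pairs shared no lower gene and 195 shared no higher gene. The shared genes were over 20% of the union for 9 pairs in the lower direction and 31 in the higher direction. For caup and CG33557, 2796 higher genes were shared where independent sets would share 1054.3, and for caup and scro 2510 where 912.32 would be. Bdp1, with 3 lower and 6 higher calls, shared its 3 lower genes with caup and none of the 2 of its higher genes that were tested for both. Pairs with the same control libraries had a median share of 3.72% of the union for lower genes and 3.76% for higher genes, while the medians of other pairs were 0.874% and 0.167%. Of 7714 genes called lower for any TF, 4105 (53.2%) were called for 1 TF, and of 6679 genes called higher, 3002 (44.9%) were. Without the first knockdown replicates the latter share was 29.6%. Knockdown of caup alone gave 5560 of the lower calls and 3973 of the higher calls. How many of the genes called for 1 TF were called for caup was not counted, so that both shares may rest largely on that comparison. The antisense RNA asRNA:CR43767 was lower for 17 TFs, the heat shock gene Hsp70Bb for 16 and the immune peptide gene BomBc2 for 15, and CG30148 was higher for 14. Reads of asRNA:CR43767 are hard to assign, because it overlaps genes of the other strand. The paper names a few pairs with many shared targets. From the small overlaps of most pairs it infers that the target sets are largely distinct and specific to each TF.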

**Fig. 2.**
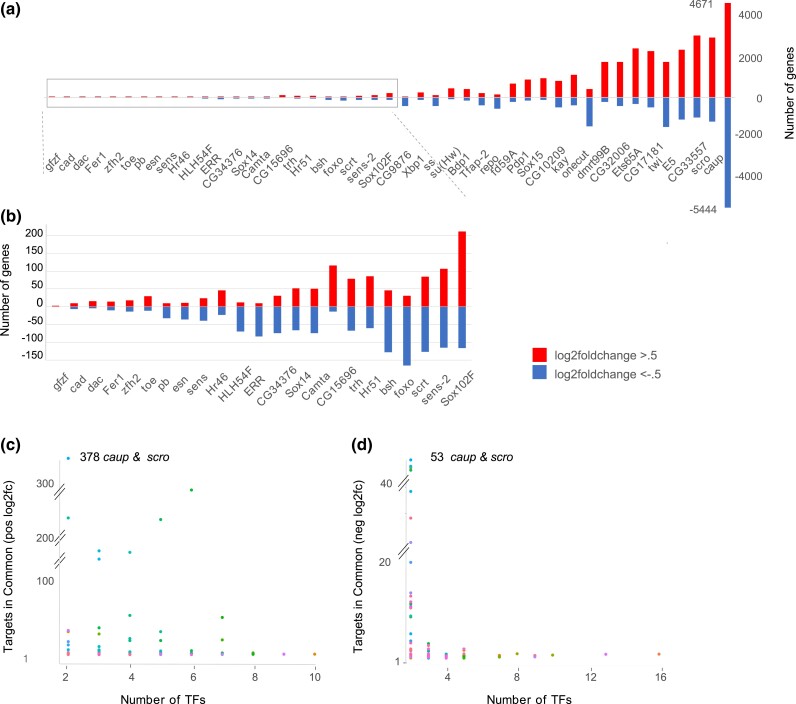
Log2fold change gene summaries. a) The number of genes with log2fold changes (≤−0.5 or ≥0.5) and *P*-value 0.1 at peak expression following knockdown of a single targeted TF in comparison to control embryos at the same stage for each of the 45 TF knockdown experiments. *X*-axis shows the names of the TFs subjected to RNAi; *Y*-axis shows the number of genes affected positively or negatively. b) Enlargement of the boxed area in (a) shows the smaller number of genes affected in these TF knockdowns. c, d) Combinations of target genes observed in common among different TF knockdowns at peak expression. The *X*-axis shows the number of TF experiments that share any targets. The *Y*-axis show the number of target genes in common. c) Genes upregulated in the TF knockdowns; d) Genes downregulated in the TF knockdowns. The colors used to represent the datapoints in (c) and (d) are randomly assigned by ggplot2 to distinguish overlapping points.

After mapping reads to the reference genome and determining gene counts, we used the normalized read counts to produce a heatmap showing target gene clustering (Supplementary Figure 1). Clustering was done using R, DESeq2, and ggplot (custom script). As expected, we find that biological replicates clustered together. Similarly, RNA isolated from the same time points clustered together. 

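Within the 198 pairs of replicate embryo collections, Pearson's r of log2 CPM over 13040 genes ranged from 0.8221 to 0.9907 with a median of 0.9824. The lowest r belonged to dmrt99B RNAi at 16–18 hours, and next came Bdp1 RNAi at 0–1.5 hours with 0.875 and Kah RNAi at 0–1.5 hours with 0.8931. For 131 of the 396 libraries with a replicate, the most correlated other library was that replicate. At 10–12 hours this held for 18 of 38 libraries, at 16–18 hours for 58 of 132 and at 0–1.5 hours for 13 of 128. For the remaining libraries the nearest one came from another TF or a control cross. With Spearman's correlation the number was 126, and over the 2000 most variable genes it was 84. These correlations are across genes, which are not independent replicates.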

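For 392 of 396 libraries the most correlated library came from the same window, whichever TF had been targeted. The 4 exceptions lie 1 each at 0–1.5, 2–4, 12–14 and 16–18 hours.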

The cluster diagram shows that the 0–1.5 hours samples clustered together, the 16–18 hours time points clustered together and the intermediate time points are relatively close to each other. At most, 20% of genes over the entire genome changed their expression as a consequence of a single TF being knocked down. In addition to the complete set of RNAi differential gene expression scores (Supplementary Table 1), likely candidate target genes with log2fold changes greater than 1.0 or less than −1.0 are listed in Supplementary Tables 2–46. 

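Knockdown of caup at 10–12 hours changed the largest share of genes, 54.1% of the 17612 gene symbols or 84.9% of those tested. The same knockdown at 16–18 hours followed with 31.5% of the listed genes, then CG33557 at 6–8 hours with 23.1%, scro at 12–14 hours with 22.6%, twi at 2–4 hours with 17.8% and Kah at 8–10 hours with 16.4%. Of 137 comparisons of a TF and a window, 4 had calls on over 20% of the listed genes and 10 on over 20% of the genes tested, at an absolute log2 fold change of at least 0.5 by edgeR.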

Below we investigate the changes observed for five TFs, in each case briefly reviewing what was previously known for the gene, its expression pattern, and RNAi phenotype. Where known function might suggest targets, we relax the log2fold criteria to explore effects on these potential targets.

### *ERR* RNAi alters expression of genes involved in carbohydrate metabolism

The *Drosophila estrogen-related receptor* (*ERR)* is the single *Drosophila* member of the ERR subgroup from the nuclear receptor family of TFs, which acts through a conserved zinc finger DNA-binding domain and a C-terminal ligand-binding domain (Ostberg *et al.* 2003). Although the ligand for ERR is unknown, ERR has been found to regulate a mid-embryonic developmental switch that induces the expression of genes involved in carbohydrate metabolism, facilitating the dramatic growth of the larval stages (Tennessen *et al.* 2011). Studies in S2 cells and larvae found that ERR acts coordinately with the ecdysone receptor (EcR) (Kovalenko *et al*. 2019).

Peak expression for *ERR* is 10–12 hours AEL, when ERR is expressed ubiquitously in wild type embryos (Graveley *et al*. 2011; Hammonds *et al*. 2013). We found the *ERR* transcript itself had a log2fold change of −1.23 at 10–12 hours and −1.14 at 16–18 hours (Fig. 3a, Table 1 and Supplementary Table 16) and that the RNAi cross resulted in lethality at the larval stage, consistent with the null phenotype (Tennessen *et al.* 2011). 

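The nuclear receptor gene ERR lies on chromosome arm 3L from 8183361 to 8186671 of dm6 (Release 6). In 10–12 hour embryos its transcript was at 7.89 ± 0.0658 CPM (SD, n = 2 libraries) in knockdown embryos and at 23.8 ± 0.977 CPM (SD, n = 2) in control embryos, a log2 fold change of −1.62 (standard error 0.13, adjusted p = 0.000126) by edgeR. Later, at 16–18 hours, it was −1.67 (standard error 0.14, adjusted p = 0.172), which did not pass edgeR's threshold, while DESeq2 gave an adjusted p of 1.83e-10. The knockdown libraries held 47414506 to 53952062 counts at 10–12 hours and 51006213 to 54687677 at 16–18 hours. Their controls, which bsh and Xbp1 share, held 48881370 to 54784549 and 48034454 to 60769548 counts. The tests covered 11021 genes at 10–12 hours and 11200 at 16–18 hours.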

We found 26 genes were downregulated with a log2fold change ≤−1.0 (and *P*_adj_ ≤ 0.1) at either 10–12 hours or 16–18 hours (Fig. 3b). Many of these genes are expressed in somatic muscle (Fig. 3c), including all *Drosophila* members of the aerobic glycolysis pathway except for *HexA,* the first gene in the biochemical pathway (Fig. 3d). 

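ERR RNAi lowered 171 genes by a log2 fold change of at most −1, all of them at 10–12 hours. The odorant receptor gene Or56a fell to 0 counts, at least 6.68-fold. By counts in knockdown against control libraries, the lipid droplet gene halo was 41.1-fold lower (1 against 42 counts, 95% counting interval 6.98 to 1660, adjusted p = 0.0669), and the zygotic cell cycle gene Z600 was 32.3-fold lower (2 against 66 counts, 95% counting interval 8.59 to 272, adjusted p = 0.0423) by edgeR. The uncharacterized gene CG7214 was 24-fold lower (2 against 49 counts, 95% counting interval 6.29 to 203, adjusted p = 0.0767). CG13560 had a log2 fold change of −4.38 (standard error 0.51, adjusted p = 0.00388), and it was also lower for zfh2 at 16–18 hours. In the 16–18 hour window edgeR called no gene at an absolute log2 fold change of 0.5, with 263 genes at an unadjusted p below 0.05 and 53 genes called by DESeq2. The number of lower genes depends on single libraries. It was 400 without the second knockdown replicate and 283 without the second control replicate.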

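Of the 12 enzymes from hexokinase to lactate dehydrogenase, 11 were lower in ERR knockdown embryos at 10–12 hours by edgeR, with a median log2 fold change of −2.18. Ldh, which turns pyruvate into lactate, had 20.5 ± 2.61 CPM (SD, n = 2) in knockdown and 255 ± 15.9 CPM (SD, n = 2) in control embryos, a log2 fold change of −3.66 (standard error 0.16, adjusted p = 3.28e-06). Triose phosphate isomerase (Tpi) had −3.48 (standard error 0.18, adjusted p = 8.83e-06). Gapdh1 had −2.77, PyK −2.63, Pgk −2.54, Pfk −2.24, Pglym78 −2.12, Gapdh2 −1.99, Eno −1.90 and Pgi −1.69. The aldolase gene Ald1 had the smallest passing decrease, −0.78 (standard error 0.16, adjusted p = 0.0487). In embryos aged 16–18 hours, the same 12 genes had a median of −2.14, with no call by edgeR and 11 calls by DESeq2. Adjusted over the list alone, all 12 were lower at each window, but the paper chose the list on these samples, so this is not independent evidence. Of 13 tricarboxylic acid cycle genes, none was called at 10–12 hours by edgeR or adjusted over the list alone, nor by DESeq2, and their log2 fold changes lay between −0.29 and 0.07. Of 14 somatic muscle genes, the sarcomere gene Zasp66 was lower, with −1.27 (standard error 0.20, adjusted p = 0.0189), and it alone was when adjusted over the list alone.

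**Figure D3:**
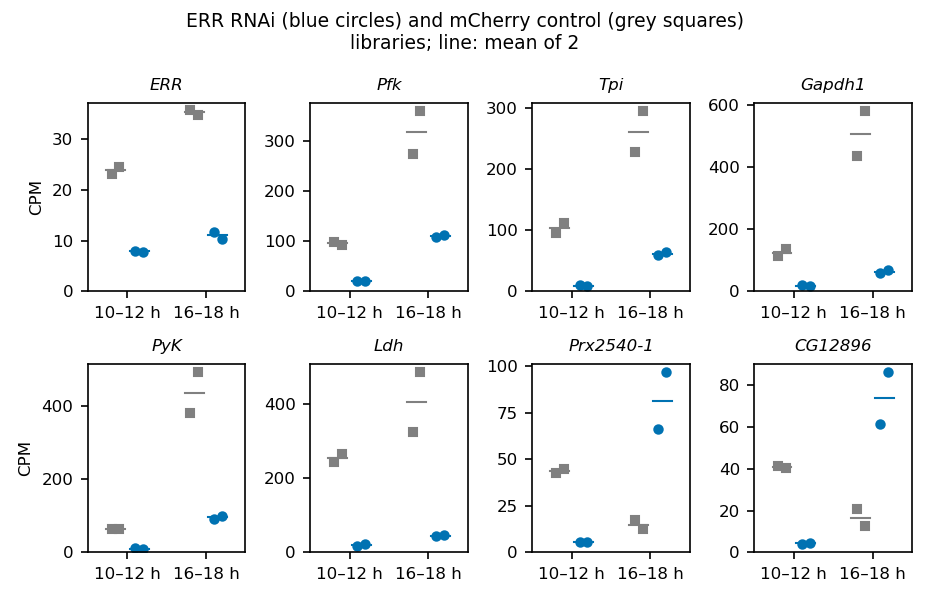
CPM (vertical axis, from 0) of ERR, 5 glycolytic genes and 2 peroxiredoxin cluster genes in each library at both windows, with ERR RNAi in blue, control in grey and a line at the mean. Ldh lies near 20.5 CPM in both knockdown libraries at 10–12 hours and near 255 CPM in both controls.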

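The glycogen genes Gbs-76A, GlyP and AGBE and the aldose reductase gene CG12766 were all lower in ERR knockdown embryos at 10–12 hours. AGBE, the branching enzyme, had −2.57 (standard error 0.15, adjusted p = 1.64e-05) by edgeR, CG12766 −3.46, glycogen phosphorylase (GlyP) −1.80 and Gbs-76A −1.78. The putative aldose 1-epimerase gene CG32444 had −2.17, the glycogen debranching gene CG9485 −0.62 and transaldolase (Taldo) −0.55. During the 16–18 hour window none of these passed by edgeR and all 8 of the group were called by DESeq2. There CG32444 had −2.92 (standard error 0.25), Taldo −2.16 (standard error 0.17) and CG12766 −2.24. Of 8 glycogen and trehalose genes listed before the data were examined, 4 were lower at 10–12 hours and 5 when adjusted over the list alone. The paper's lists from these samples hold 3 of the 4 (GlyP, AGBE and Pgm1), and UGP is the other.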

Several more genes involved in carbohydrate metabolism were also reduced by at least log2fold −1.0, including *Gbs-76A* (regulation of glycogen biosynthetic process), *GlyP* (encoding glycogen phosphorylase), and *AGBE* (encoding 1,4-Alpha-Glucan Branching Enzyme*)* at 10–12 hours, and *CG12766* (encoding aldose reductase), *CG32444* (encoding aldose 1-epimerase*)*, *CG9485* (encoding 4-alpha-glucanotransferase), and *Transaldolase (Taldo),* at 16–18 hours. *Pgm1* (encoding phosphoglucomutase) was reduced by at least log2fold change −1.0 at both time points.

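Phosphoglucomutase (Pgm1) links glycogen breakdown to glycolysis. Its log2 fold change was −2.01 (standard error 0.12, adjusted p = 1.64e-05) at 10–12 hours and −1.57 (standard error 0.14, adjusted p = 0.172) at 16–18 hours by edgeR, so that only the first passed, while DESeq2 gave an adjusted p of 4.93e-11 at 16–18 hours. Its levels at 10–12 hours were 20.5 ± 0.232 CPM (SD, n = 2) in knockdown and 81.3 ± 1.44 CPM (SD, n = 2) in control embryos.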

**Fig. 3.**
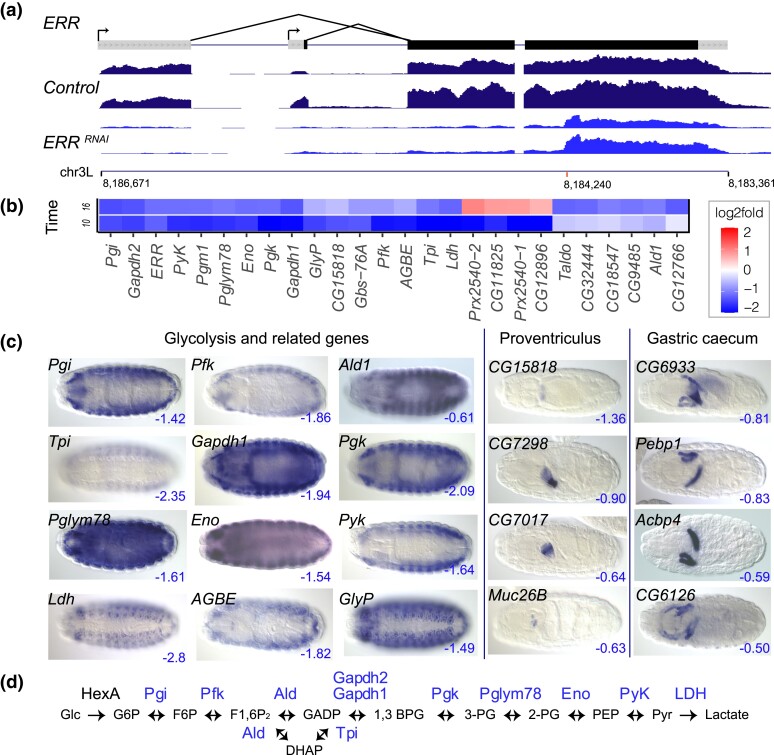
RNAi knockdown of *ERR*. a) Transcription unit of ERR is shown above RNA-seq tracks for the *mCherry* (control*)* and *ERR* RNAi knockdown embryos at 10–12 hours AEL. Grey boxes represent untranslated regions and black boxes coding exons. Each RNA-seq track is a single experiment, demonstrating experimental reproducibility. The *Y*-axis scale for the RNA-seq is 0–350 reads. Chromosome arm 3L coordinates are shown below the RNA-seq tracks, with a red mark indicating the position of the shRNA used for the RNAi experiment. b) The heatmap shows the genes with the most strongly reduced expression (blue, log2fold change ≤ −1) or strongly increased expression (red, log2fold change ≥1) in the *ERR* RNAi embryos at 10–12 hours (labeled “10”) and 16–18 hours (labeled “16”) AEL. A scale bar is shown on the right. C) RNA in situ expression patterns of ERR targets (log2fold change ≤ −0.5 blue) in wildtype embryos (Canton S). Embryo images are dorsal views with anterior to the left. Drosophila embryos range in length from 473–572 μm. d) Glycolysis pathway showing, in blue, proteins encoded by genes that are downregulated in the *ERR* RNAi embryos. *HexA,* the first gene in the pathway, showed a modest effect (log2fold change −0.28).

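Hexokinase A (Hex-A) had 31.2 ± 0.225 CPM (SD, n = 2) in ERR knockdown embryos and 40.5 ± 6.62 CPM (SD, n = 2) in control embryos at 10–12 hours. Its log2 fold change was −0.40 (standard error 0.14, adjusted p = 0.244) there and −0.59 (standard error 0.22, adjusted p = 1) at 16–18 hours, and neither passed edgeR's test over all genes.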

Because most genes are regulated by multiple TFs, the effects of expression loss of any single TF might be modest. Therefore, we reduced the stringency of our log2fold cutoffs to −0.50 to see if we could find potential target genes with shared expression patterns. Using GO enrichment analysis (http://geneontology.org/) and the list of *ERR* RNAi downregulated genes at 10–12 hours with log2fold change ≤ −0.5 and *P*_adj_ ≤ 0.05, we see an enrichment for genes with the Molecular Function GO Term “chitin binding,” (13-fold enrichment, *P*_adj_ 2.28E−05, see Supplementary Table 48). Five of these genes are expressed exclusively in the proventriculus during embryogenesis (*CG7298,* CG7017, *CG7714, Muc26B,* and *obst-J*), as is *CG15818,* with log2fold change −1.36 at 10–12 hours and the GO Term “carbohydrate binding”. 

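The proventriculus joins foregut and midgut, and its cells secrete the chitinous lining of the midgut. All of these genes were lower in ERR knockdown embryos at 10–12 hours by edgeR. The chitin-binding gene CG7298 had −1.32 (standard error 0.15, adjusted p = 0.00352), obst-J −1.36, CG7714 −1.27, the mucin gene Muc26B −1.20 and CG7017 −1.09. The lectin-like gene CG15818 had −1.91 (standard error 0.14, adjusted p = 0.00011). ERR was 1 of 10 TFs, from 7 control sets, for which CG15818 was called lower at the peak, so that its decrease is not particular to ERR. In control embryos CG7298 stood at 20.8 ± 0.0931 CPM (SD, n = 2) at 10–12 hours and at 763 ± 184 CPM (SD, n = 2) at 16–18 hours.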

Three genes are expressed primarily in the gastric caecum (*Pebp1*, *CG6126,* and the smORF *Acbp4*), while *CG6933* is expressed in both proventriculus and gastric caecum (Fig. 3c) and *Got2* (log2fold change −0.90) is expressed in both gastric caecum and somatic muscle. 

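Genes of the gastric caecum, the pouches behind the proventriculus, were lower at 10–12 hours in the same comparison. The phosphatidylethanolamine-binding gene Pebp1 had −1.48 (standard error 0.19, adjusted p = 0.00607), the acyl-CoA binding gene Acbp4 −1.41 and the transporter gene CG6126 −0.81 by edgeR. CG6933 had −1.22 and the aspartate aminotransferase gene Got2 −1.12 (standard error 0.12, adjusted p = 0.00193). With the proventriculus genes they make 11 genes, all of which were lower both over all genes and adjusted over the list alone. The paper chose them on these samples, so that their number is not independent evidence.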

Additional investigations will be needed to validate these candidate targets. 

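For the 16–18 hour embryos the 11 proventriculus and gastric caecum genes had a median log2 fold change of −0.13 in ERR knockdown embryos, and edgeR called none of them. CG15818 lay lowest with −1.40 (standard error 0.23, adjusted p = 0.841), and it was the only one called by DESeq2 and when adjusted over the list alone. Got2 had −0.40 and CG7298 −0.19. Across all genes, the ERR effect differed between the windows for 4 of 11665 genes in 1 fit of both windows by edgeR, and none of the 11 was among them. By DESeq2 it differed for 202 genes, 6 of the 11 among them, with a stronger decrease at 10–12 hours for Acbp4, Pebp1, obst-J, CG6933, CG7714 and CG7298.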

The log2fold changes for each of these genes was near zero at 16–18 hours, indicating that they may reflect processes that are active only in the earlier time window.

In addition, four genes, *CG12896, CG11825, Prx2540-1* and *Prx2540-2*, located within a 10-kb span of Chromosome II and which are involved in oxidoreductase activity, showed strongly decreased expression in 10–12 hours embryos (log2fold changes between −1.69 and −2.50) but increased expression at 16–18 hours (log2fold changes between +0.6 and 0.95, clearly visible in Fig. 3b). This could be a late embryonic ERR-regulated hypoxia response, similar to that reported by Li et al. (2013).

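CG12896, CG11825, Prx2540-1 and Prx2540-2 lie side by side on chromosome arm 2R of dm6 between 10418718 and 10427915, and CG12896 and the Prx2540 genes encode peroxiredoxins, which reduce peroxides. At 10–12 hours all 4 were lower in ERR knockdown embryos by edgeR. CG12896 had −3.27 (standard error 0.13, adjusted p = 3.11e-06), Prx2540-1 −3.04, Prx2540-2 −2.78 and CG11825 −2.02. At 16–18 hours their log2 fold changes were 1.98 to 2.45, and edgeR called none while DESeq2 called all 4 higher. In 1 fit of both windows, the effect of ERR RNAi differed between 10–12 and 16–18 hours for exactly these 4 genes of 11665, with adjusted p from 0.000848 to 0.000979 by edgeR, while DESeq2 gave 202 genes. Leaving out the second knockdown replicate raised the number of genes with such a difference to 152, and leaving out the second control replicate raised it to 184. The Prx2540 genes are close paralogs, so that reads may pass from one to the other. The cluster varied among control crosses too, with Prx2540-1 between 5.576 and 46.14 CPM in the 14 control libraries at 10–12 hours. The paper proposes a late embryonic hypoxia response under ERR control.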

No other genes showed strongly increased expression (log2fold changes ≥1.0) in the ERR knockdown.

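In 10–12 hour embryos edgeR called 8 genes higher in ERR knockdown embryos at a log2 fold change of at least 1. The odorant-binding protein gene Obp56g rose from 0 counts in control embryos, at least 17.8-fold, and CG13223 rose at least 6.43-fold from 0 counts. CG42753 was 44-fold higher (43 against 1 counts, 95% counting interval 7.48 to 1780, adjusted p = 0.0603) by edgeR. It was also higher for Xbp1 at 10–12 hours with the same controls (51 against 1 counts) and for kay at 16–18 hours. Obp56g was lower for sens-2 at 14–16 hours and for fd59A at 16–18 hours. Changes of these genes are thus not particular to ERR. The log2 fold change of the nucleotidase gene NT5E-2 was 2.29 and that of CG43110 1.95. The larval serum protein gene Lsp1gamma, a product of the fat body, had 1.06 (standard error 0.18, adjusted p = 0.0243). Of 6 fat body genes, it was the only one called higher and none was called lower, while 2 were higher and 1 lower both by DESeq2 and when adjusted over the list alone.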

### *sens* RNAi alters expression of genes involved in chordotonal organs and ciliary assembly

The *senseless* (*sens*) gene encodes a Cys2–His2 (C2H2) zinc finger TF required for development of embryonic and adult peripheral nervous system. It is both necessary and sufficient for the development of sensory organs (Nolo *et al.* 2000). The zinc fingers of the Sens protein bind to specific DNA sites but also interact physically with bHLH proneural proteins, resulting in the dual function of *sens* as an activator or repressor depending on the levels of Sens protein relative to the levels of proneural proteins (Acar *et al*. 2006).

Peak expression for *sens* is 6–8 hours AEL, when *sens* is strongly expressed in primordia of the eye and antennae, in the sensory organs of the labial, labral, and maxillary sensory complexes, in dorsal, lateral, and ventral sensory complexes, and in salivary gland (Graveley *et al*. 2011; Hammonds *et al*. 2013). The *sens* transcript itself had a log2fold change of −1.26 at 6–8 hours and −0.90 at 16–18 hours (Fig. 4a). 

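The zinc finger gene sens lies on 3L from 13396228 to 13401125 of dm6. At 6–8 hours its transcript was at 7.45 ± 1.01 CPM (SD, n = 2) in knockdown and 31.4 ± 7.07 CPM (SD, n = 2) in control embryos, a log2 fold change of −2.08 (standard error 0.20, adjusted p = 0.0574) by edgeR. In 16–18 hour embryos it was 38.4-fold lower (3 against 96 counts, 95% counting interval 12.7 to 189, adjusted p = 0.0423), from a control level of 1.01 ± 0.29 CPM. Each knockdown library held 52308615 to 57921699 counts at 6–8 hours and 52954260 to 62887302 at 16–18 hours. The control libraries, which Sox14 and trh share, held 50959490 to 55814655 and 44518358 to 52097396 counts. The tests covered 11087 genes at 6–8 hours and 11183 at 16–18 hours.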

The RNAi cross resulted in lethality at the larval stage, consistent with the null phenotype (Nolo *et al.* 2000). 

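Knockdown of sens lowered 87 genes by a log2 fold change of at most −1 at 6–8 or 16–18 hours, of which 14 passed at 6–8 hours and 78 at 16–18 hours. Of these, 5 were lower at both windows, where independent sets would share 0.07. In 6–8 hour embryos the antisense RNA asRNA:CR43767, whose reads are hard to assign to a strand's gene, had −4.93 (standard error 0.39, adjusted p = 0.042) by edgeR. Across TFs, it was called lower for 17 at their peak windows. The ionotropic receptor gene Ir93a had −3.85 (standard error 0.49, adjusted p = 0.0969), the peptidase gene CG4017 −3.73 and boss, the ligand of Sevenless, −3.69. Later, at 16–18 hours, the Rab gene RabX5 fell to 0 counts, at least 10.3-fold. The predicted protease gene CG5255 was 141-fold lower (2 against 235 counts, 95% counting interval 38.6 to 1170, adjusted p = 0.0299) and CG34448 70.7-fold lower (1 against 59 counts, 95% counting interval 12.2 to 2840, adjusted p = 0.0941). For elfless, a gene for a ubiquitin ligase, the log2 fold change was −6.42 (standard error 0.40, adjusted p = 0.0177). The number of lower genes was 23 without the first and 20 without the second knockdown replicate, 194 without the first and 757 without the second control replicate, and 243 by DESeq2.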

The heatmap shows 67 genes that were downregulated with log2fold change ≤ −1.0 at either 6–8 hours or 16–18 hours (Fig. 4b). Of the 67 genes in the heatmap, 41 (61%) are annotated as computed genes (CGs) and have not yet been studied. 

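CG45105, sosie, nompA, alphaTub85E, Ir25a, CG13203, CG31036, CG5048 and CG32006 were lower in sens knockdown embryos at 16–18 hours, all 9 by edgeR and also when adjusted over the list alone. The paper chose these genes on the same samples, so that the count is not independent evidence. The tubulin gene alphaTub85E had 50.5 ± 3.1 CPM (SD, n = 2) in knockdown and 163 ± 34.2 CPM (SD, n = 2) in control embryos, a log2 fold change of −1.70 (standard error 0.18, adjusted p = 0.0315) by edgeR. CG45105, the homolog of a ciliopathy gene, had −2.81 (standard error 0.16, adjusted p = 0.0174) and the olfactory coreceptor gene Ir25a −2.58 (standard error 0.25, adjusted p = 0.022). The membrane protein gene sosie had −2.20 (standard error 0.18, adjusted p = 0.0193) and nompA, which links sensory cilia to the cuticle, −1.70 (standard error 0.24, adjusted p = 0.061). CG5048 had −2.55, CG13203 −1.94 and CG31036 −1.56. At 6–8 hours none of the 9 passed over all genes by edgeR, 8 were lower and 1 higher when adjusted over the list alone, and DESeq2 called 5 lower.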

From the RNAi candidate target gene set we searched for genes with embryonic gene expression patterns similar to that of *sens.* We identified nine genes that, based on their expression, may function in the visual primordia and peripheral nervous system, including chordotonal organs: *alphaTub85E*, *CG13203*, *CG31036, CG32006, CG45105*, *Dnaaf6, Ir25a, nompA,* and *sosie* (Fig. 4c). CG32006 is especially intriguing as it is a previously unstudied forkhead box TF that is also included in our study and is described below.

**Fig. 4.**
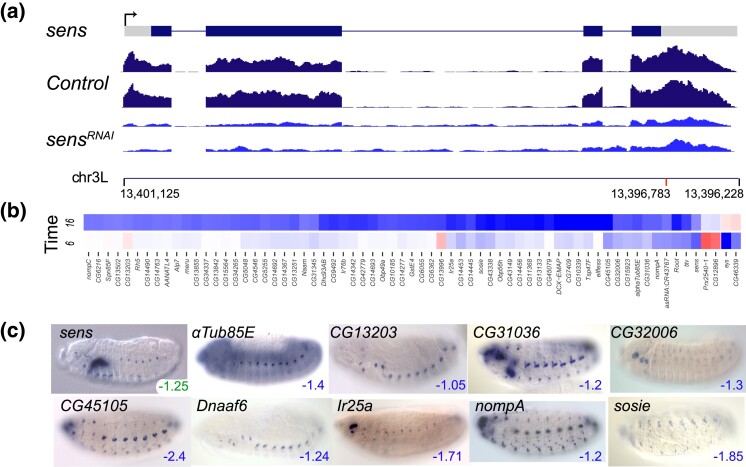
RNAi knockdown of *sens*. a) Transcription unit of *sens* is shown above RNA-seq tracks for the *mCherry* (control*)* and *sens* RNAi knockdown embryos at 6–8 hours AEL. The *Y*-axis scale for the RNA-seq is 0–100 reads. Grey boxes represent untranslated regions and black boxes coding exons. Chromosome arm 3L coordinates are shown below the RNA-seq tracks, with a red mark indicating the position of the shRNA used for the RNAi experiment. b) The heatmap shows the genes with the most strongly reduced expression (blue, log2fold change ≤ −1) in the *sens* RNAi embryos at 6–8 hours (labeled “6”) and 16–18 hours (labeled “16”) AEL. A scale bar is shown in Fig. 3b. Five of these genes have reduced expression at one time point (either 6–8 hours or 16–18 hours) and increased expression at the other (red). Genes with solely increased expression (log2fold change ≥1) are found in Supplementary Table 34. c) RNA expression patterns of *sens* targets in late-stage wild type embryos. Embryo images are dorsal views with anterior to the left. The log2fold scores for the pictured genes are indicated in the lower right corner of each image; maximum knockdown for *sens* is at (6–8 hours) AEL (green number) while all the target genes show maximum knockdown at 16–18 hours AEL (blue numbers). All show expression in the developing peripheral nervous system.

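Of 14 genes of hearing, among them btv, DCX-EMAP, Dhc93AB, nompC, Rh5 and Root, 10 were lower in sens knockdown embryos at 16–18 hours by edgeR and 14 when adjusted over the list alone, a list the paper drew from these samples. The cytoplasmic dynein gene btv had −3.85 (standard error 0.48, adjusted p = 0.0496), the doublecortin gene DCX-EMAP −2.89 (standard error 0.19, adjusted p = 0.0177) and the axonemal dynein gene Dhc93AB −2.81 (standard error 0.31, adjusted p = 0.0348). The mechanotransduction channel gene nompC had −1.24 (standard error 0.16, adjusted p = 0.0498), the rhodopsin gene Rh5 −1.48 (standard error 0.21, adjusted p = 0.0645) and the rootletin gene Root −2.26 (standard error 0.19, adjusted p = 0.0193). The dynein heavy chain gene CG9492 had −2.80. Of 9 chordotonal transduction genes 5 were lower and 7 when adjusted over the list alone. These 7 are in the paper's lists from these samples, and tilB and unc, which are not, did not pass, so that the count adds no independent evidence. That number was 2 without the first and 1 without the second knockdown replicate. Of 12 genes of mature neurons none was called, adjusted over all genes or over the list alone, or by DESeq2, and their log2 fold changes lay between −0.07 and 0.30.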

Nine of the 65 genes with log2fold change ≤ −1.0 at 6–8 hours or 16–18 hours have the Biological Process GO Term “sensory perception of sound” (29-fold enrichment, *P*_adj_ 5.15E−07, Supplementary Table 48): *btv, DCX-EMAP*, *Dhc1, Dhc93AB, nompC*, *Rh5,* and *Root,* as well as previously mentioned *sosie* and *nompA*. An additional five of the 65 genes do not yet have GO Terms but have been identified as being expressed in the adult fly hearing organ, known as Johnston's Organ: *CG13842, CG14342, CG14445, CG14693,* and *CG6362* (Senthilan *et al.* 2012). 

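All 5 genes were lower in sens knockdown embryos at 16–18 hours by edgeR and when adjusted over the list alone, which is the paper's own choice from these samples. CG14693 had −3.38 (standard error 0.38, adjusted p = 0.0361), CG14342 −2.57, CG6362 −2.38, CG13842 −2.36 and CG14445 −1.69. In 6–8 hour embryos 3 of them could be tested, none passed by edgeR, and 2 were lower when adjusted over the list alone.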

Looking for more subtle changes, we find 26 genes with log2fold changes between −0.50 and −1.0 which have either the GO Term “sensory perception of sound” (*Dnaaf4, Dnai2, iav, nan,* and *nompB)* or “Sensory Perception” (*Arr1, boss*, *btv, Crys, Ir21a*, *Ir25a, Ir76b, Obp47a, Obp49A, Obp50e, Obp56b, Obp56c, Obp56h, Obp58b, Obp58c, Obp58d, Orco, ppk, ppk26, tous,* and *SKIP)*.

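Of 20 sensory perception genes, 7 were lower in sens knockdown embryos at 16–18 hours by edgeR and 20 when adjusted over the list alone, which the paper chose on these samples. The odorant-binding protein gene Obp56h had −2.55 (standard error 0.26, adjusted p = 0.0299) and its relatives Obp47a −2.81 and Obp49a −1.98. The ionotropic coreceptor gene Ir76b had −2.71 (standard error 0.31, adjusted p = 0.0364) and the arrestin gene Arr1 −1.12 (standard error 0.14, adjusted p = 0.0496). The TRPV channel genes iav and nan, which act in hearing, had −2.57 (standard error 0.40, adjusted p = 0.076) and −2.79 (standard error 0.72, adjusted p = 0.236), so that only iav passed.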

Gene enrichment analysis further suggested that the 65 genes with log2fold change < −1.0 include 13 with the Cellular Component GO Term “cilium” (15-fold enrichment, *P*_adj_ 1.04E−08, Supplementary Table 48). One of these genes, *eys,* which is expressed in the scolopale space surrounding the cilium (Lee *et al.* 2008), had the strongest log2fold change in the 6–8 hours experiment (−2.17). 

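The gene eys encodes an extracellular proteoglycan and had 4.62 ± 0.099 CPM (SD, n = 2) in sens knockdown embryos at 6–8 hours and 31.6 ± 1.45 CPM (SD, n = 2) in control embryos. Its log2 fold change was −2.78 (standard error 0.13, adjusted p = 0.00951) by edgeR, the lowest adjusted p of the genes named at this window. In the 16–18 hour window its log2 fold change was 0.23 (standard error 0.15, adjusted p = 0.552).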

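Cep89, CG3769, Ttc26 and Ttc30 take part in building cilia. In sens knockdown embryos at 6–8 hours the intraflagellar transport gene Ttc26 had −2.34 (standard error 0.27, adjusted p = 0.0848) by edgeR, and it alone of these genes passed. Cep89 had −2.03 (standard error 0.36, adjusted p = 0.271), Ttc30 −1.88 (standard error 0.32, adjusted p = 0.254) and the dynein gene CG3769 −1.63 (standard error 0.25, adjusted p = 0.178). Of 30 cilium genes tested at 6–8 hours, 2 were lower over all genes and 14 when adjusted over the list alone, where the list is the paper's choice on these samples.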

Four other genes involved in cilium assembly had lesser log2fold changes at 6–8 hours of between −0.50 and −1.0 (*Cep89, CG3769, Ttc26* and *Ttc30)*. The remaining 12 cilium genes with log2fold changes ≤ −1.0 were all at 16–18 hours: *CG13251, CG13502, CG13855, CG14367, CG15923,* and seven genes grouped above with sensory perception of sound. Looking for more subtle effects, we found 23 additional cilia genes with log2fold changes between −0.50 and −1.0 at 16–18 hours (*Arl6, asl, BBS4, BBS8*, *BBS9, CG3085, CG7568, CG14020, CG15701, CG32668, CG45105*, *Cluap1, Cp110, Dnai2, dtr, Efhc1.2, nompB, Oseg2, Poc1, Rsph3, Tektin-C*, *TMEM216,* and *twy)* (Supplementary Table 1). 

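Of 33 cilium genes, 9 were lower in sens knockdown embryos at 16–18 hours by edgeR and 30 when adjusted over the list alone, which was chosen by the paper on these samples and is not independent evidence. The log2 fold change was negative for 32 of them with a median of −1.75. The BBSome recruiter gene Arl6 had −3.43 (standard error 0.51, adjusted p = 0.0709), the uncharacterized genes CG14020 −3.96 (standard error 0.61, adjusted p = 0.075) and CG7568 −2.36 (standard error 0.38, adjusted p = 0.088), and the BBSome gene BBS9 −2.46 (standard error 0.42, adjusted p = 0.106). The intraflagellar transport gene Oseg2 had −1.70 (standard error 0.32, adjusted p = 0.139), so that neither BBS9 nor Oseg2 passed. CG13855 had −2.38, CG14367 −2.31, CG15923 −2.31, CG13251 −2.09 and CG13502 −1.53. The number of lower cilium genes was 1 without either knockdown replicate, 21 without the first and 28 without the second control replicate, and 24 by DESeq2. Of 10 genes of axonemal dynein and its assembly, 2 were lower and 5 when adjusted over the list alone, of which 2 and 4 are in the paper's lists from these samples.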

Altogether, there were 33 downregulated genes with the Biological Process GO term “cilium organization” and log2fold values ≤ −0.5 (*P*_adj_ 3.90E−09, Supplementary Table 48). There were 49 genes with log2fold change ≥1.0, indicating increased expression (Supplementary Table 34), with 45 of those affected at 16–18 hours. 

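Knockdown of sens raised 60 genes by a log2 fold change of at least 1, 12 of them at 6–8 hours and 48 at 16–18 hours, and no gene was higher at both. At 6–8 hours the noncoding RNA lncRNA:CR44739 was 321-fold higher (331 against 1 counts, 95% counting interval 57.1 to 12700, adjusted p = 0.042) by edgeR. The receptor gene CG15556 had 4.66 (standard error 0.29, adjusted p = 0.023), CG13996 4.18, the synaptic partner gene dpr3 3.06 and CG30148 3.03. Across TFs, CG30148 was called higher for 14 at their peak windows. In embryos aged 16–18 hours, CG10853 rose from 0 counts at least 9.45-fold. The lipase gene Lip3 had 5.42 (standard error 0.62, adjusted p = 0.0364), the protease gene CG18179 4.36 and Ipod 3.96, while the protease gene CG12951 was 17.8-fold higher (64 against 3 counts, 95% counting interval 5.82 to 88.6, adjusted p = 0.0963). The number of higher genes was 19 without the first and 13 without the second knockdown replicate, 240 without the first and 157 without the second control replicate, and 125 by DESeq2.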

There is no GO enrichment in this gene set.

### *zfh2* RNAi alters expression of genes in longitudinal glia

The *zinc finger homeodomain 2* (*zfh2*) gene has three homeodomains and sixteen C2H2 zinc fingers. It is expressed in the embryonic CNS and hindgut (Lai *et al*. 1991; Graveley *et al*. 2011; Hammonds *et al*. 2013) and has been shown to be specifically expressed in neuropile-associated glia and surface-associated glia (Beckervordersandforth *et al*. 2008). In larvae, *zfh2* is needed to establish proximo-distal boundaries in wing discs (Terriente *et al*. 2008) and leg discs and works with Notch to regulate apoptosis in leg discs (Guarner *et al*. 2014).

Peak expression for *zfh2* is 12–14 hours AEL, when *zfh2* is first expressed in brain, longitudinal glia, and the hindgut of wild type embryos. In our *zfh2* RNAi experiments, the *zfh2* transcript itself had a log2fold change of just −0.35 at 12–14 hours and −0.27 at 16–18 hours (Fig. 5a) yet the RNAi cross resulted in 100% embryonic lethality, consistent with the null phenotype (Sun *et al.* 2004). 

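The homeobox and zinc finger gene zfh2 lies on 4 from 501810 to 540874 of dm6. At 12–14 hours its transcript was at 50.7 ± 4.28 CPM (SD, n = 2) in knockdown and 71.5 ± 8.69 CPM (SD, n = 2) in control embryos. The log2 fold change was −0.49 (standard error 0.11, adjusted p = 0.144) at 12–14 hours and −0.32 (standard error 0.21, adjusted p = 0.525) at 16–18 hours by edgeR, and neither passed. The knockdown libraries held 63781137 to 66155864 counts at 12–14 hours and 55273609 to 55866980 at 16–18 hours. The controls, which Sox102F and Hr3 share, held 62594755 to 63182821 and 53373424 to 54410911 counts. The tests covered 11222 genes at 12–14 hours and 11051 at 16–18 hours.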

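Knockdown of zfh2 lowered 38 genes by a log2 fold change of at most −1, 16 of them at 12–14 hours and 31 at 16–18 hours. Of these, 9 were lower at both windows, where independent sets would share 0.04. The odorant-binding protein gene Obp44a had 1.59 ± 0.0156 CPM (SD, n = 2) in knockdown and 22.1 ± 1.65 CPM (SD, n = 2) in control embryos at 12–14 hours, a log2 fold change of −3.79 (standard error 0.14, adjusted p = 0.00023) by edgeR. During the 16–18 hour window it had −4.75 (standard error 0.28, adjusted p = 0.000423). For the 16–18 hour embryos CG13560 was 2250-fold lower (1 against 2185 counts, 95% counting interval 404 to 89000, adjusted p = 0.000158) and CG1552 89.7-fold lower (3 against 261 counts, 95% counting interval 30.4 to 438, adjusted p = 0.0165). CG43085 had a log2 fold change of −4.66. Lower genes numbered 85 without the first knockdown replicate, 78 without the first and 598 without the second control replicate.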

The heatmap shows 44 genes, 31 of which had log2fold change ≤ −1.0 at 16–18 hours and one, *Obp44A*, with a log2fold change of −2.13 at 12–14 hours. *Obp44A* is expressed in late-stage embryos in longitudinal glia, ventral nerve cord, and brain (Fig. 5b).

**Fig. 5.**
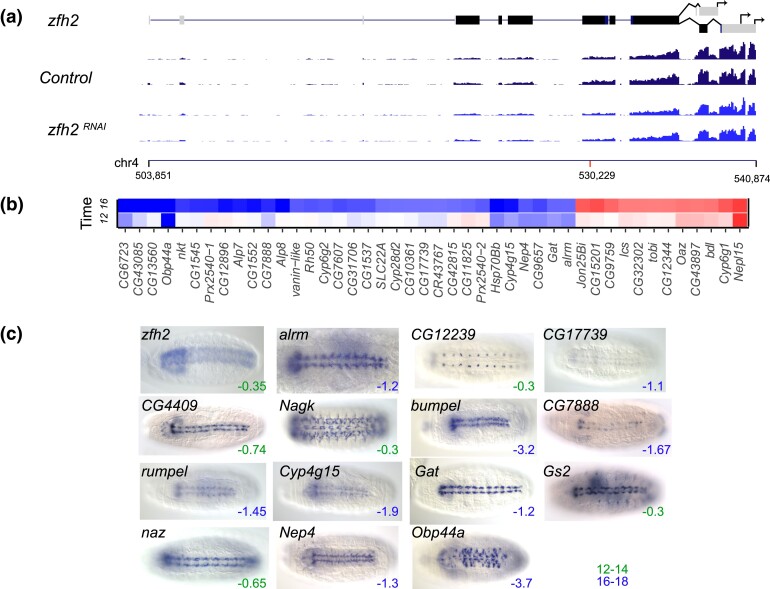
RNAi knockdown of *zhf2*. a) Transcription unit of *zfh2* is shown above RNA-seq tracks for the *mCherry* (control*)* and *zfh2* RNAi knockdown embryos at 12–14 hours AEL. Grey boxes represent untranslated regions and black boxes coding exons. The arrows represent alternate 3′ transcription termination sites. The *Y*-axis scale for the RNA-seq is 0–150 reads. Chromosome 4 coordinates are shown below the RNA-seq tracks, with a red mark indicating the position of the shRNA used for the RNAi experiment. b) The heatmap shows the genes with the most strongly reduced expression (blue, log2fold change ≤ −1) or strongly increased expression (red, log2fold change ≥1) in the *zfh2* RNAi embryos at 12–14 hours (labeled “12”) and 16–18 hours (labeled “16”) AEL. A scale bar is shown in Fig. 3b. c) RNA expression patterns of *zfh2* targets (log2fold change ≤ −0.25) in late-stage wild type embryos, showing expression in the developing CNS. Embryo images are dorsal views with anterior to the left. The log2fold scores for the pictured genes are indicated in the lower right corner of each image; green numbers indicate maximum effect at 12–14 hours AEL and blue numbers indicate maximum effect at 16–18 hours AEL.

In the 16–18 hours experiment, nine of the 31 genes with log2fold changes ≤ −1.0 are primarily expressed in longitudinal glia. 

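Of 17 longitudinal glia genes, 7 were lower in zfh2 knockdown embryos at 16–18 hours by edgeR and 13 when adjusted over the list alone. The transporter genes CG6723 (bumpel) and CG9657 (rumpel) had −5.39 (standard error 0.30, adjusted p = 0.000319) and −2.35 (standard error 0.33, adjusted p = 0.046). The cytochrome P450 gene Cyp4g15 had −2.46 (standard error 0.23, adjusted p = 0.00668) and the amino acid transporter gene CG7888 −2.04 (standard error 0.22, adjusted p = 0.0158). DESeq2 called 5 of the 17.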

In the 12–14 hours experiment, while only one gene, *Obp44a,* had a log2fold change of ≤ −1.0, 17 of the 30 genes with the most negative log2fold changes are expressed in longitudinal glia (https://www.fruitfly.org/). Nine of these had log2fold changes ≤ −0.5 (*alrm*, *bumpel*, *CG4409, Cyp4g15, Gat*, *naz, Nep4*, *rumpel*, and *wrapper*), and seven more had log2fold changes ≤ −0.3 (*CG7888*, *CG12239*, *Gs2*, *Jhbp*1, *Nagk*, *NimC4*, and *Csas)* (Fig. 5c).

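All 17 longitudinal glia genes had a negative log2 fold change in zfh2 knockdown embryos at 12–14 hours, with a median of −1.08. By edgeR 12 were lower, and 17 were when adjusted over the list alone. The paper chose the list on these samples, so that the count is not independent evidence. The metallopeptidase gene Nep4 had −1.35 (standard error 0.12, adjusted p = 0.00695), the leucine-rich repeat gene alrm −1.15 (standard error 0.09, adjusted p = 0.00695) and the immunoglobulin gene wrapper, which acts in glia around the midline, −0.88 (standard error 0.14, adjusted p = 0.0483). Cyp4g15 had −1.69, CG4409 −1.22, naz −1.08 and CG7888 −0.78. The sialic acid gene Csas had −2.22 (standard error 0.30, adjusted p = 0.0275). The phagocytosis gene NimC4 had −0.64 (standard error 0.14, adjusted p = 0.144), CG12239 −0.63 (standard error 0.15, adjusted p = 0.162) and glutamine synthetase 2 (Gs2) −0.36, and none of these passed. With no filter on low counts, 2 of the 17 were lower. The glial identity genes repo and gcm had −0.10 and 0.05. Of 14 genes on a general list of glial genes, which also holds genes of certain glia such as wrapper, 4 were lower, with a median of 0.07. Adjusted over that list alone, 5 were lower and 3 higher, and the lower ones are all in the paper's lists. Of 12 genes of mature neurons none was called by edgeR or DESeq2 while 7 were higher when adjusted over the list alone.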

To determine the significance of this enrichment, we calculated a *P*-value using the CDF of the hypergeometric distribution. We calculated a *P*-value of 2.9E−20 using the number of enriched genes, 17, in a sample size of 30 (rank order negative log2fold gene list at 12–14 hours), the total number of annotated longitudinal glial genes in *Drosophila*, 243, and the total number of embryonically expressed protein coding genes in *Drosophila,* 9732. Notably, the relatively low log2fold changes for many of these putative *zfh2* targets suggests that, for some genes, even small log2fold changes might indicate real effects of TF knockdown. Further investigations will be required to substantiate the role of *zfh2* in their regulation.

Four of the top nine downregulated target genes at 12–14 hours had the GO Molecular Function Term, “solute:sodium symporter activity.” 

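The genes are CG6723 (bumpel), CG9657 (rumpel), the GABA transporter gene Gat and the glutamate transporter gene Eaat1. At 12–14 hours all 4 were lower in zfh2 knockdown embryos by edgeR and when adjusted over the list alone, a list chosen on these samples. CG6723 had −5.10 (standard error 0.33, adjusted p = 0.00383) and CG9657 −2.66 (standard error 0.21, adjusted p = 0.00695). Gat had −0.92 (standard error 0.08, adjusted p = 0.00695) and Eaat1 −0.93 (standard error 0.09, adjusted p = 0.01). At 16–18 hours CG6723 and CG9657 passed, while Gat had −1.74 (standard error 0.31, adjusted p = 0.106) and Eaat1 −1.19 (standard error 0.26, adjusted p = 0.211).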

The log2fold changes fall between −0.75 and −0.94 at 12–14 hours (>100-fold enrichment and *P*_adj_ 4.63E−05, Supplementary Table 48) and between −0.90 and −3.28 at 16–18 hours. Candidate genes *bumpel* and *rumpel* are both members of the solute carrier 5 family. *Gat* is a member of the solute carrier 6 family. *Eaat1* is a member of the solute carrier 1 family.

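In zfh2 knockdown embryos 114 genes were higher by a log2 fold change of at least 1 at 12–14 or 16–18 hours, 110 of them at 12–14 hours and 14 at 16–18 hours. Both windows share 10 of them, where independent sets would share 0.14. The lipase gene CG6295 was 778-fold higher (804 against 1 counts, 95% counting interval 139 to 30800, adjusted p = 0.00695) by edgeR. It was also higher for sens-2 at 14–16 hours (400 against 1 counts). CG32188 and CG15201 rose from 0 counts, at least 27.9-fold and at least 11.7-fold. Higher genes numbered 393 without the first knockdown replicate, 212 without the first and 379 without the second control replicate, and 203 by DESeq2.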

There were 12 genes with log2fold change ≥1.0, indicating increased expression in the knockdown embryos. Glia-expressed gene *Neprilysin-like 15 (Nepl15)* is the highest upregulated target in both the 12–14 hours and 16–18 experiments (log2fold changes of 1.62 and 1.51, respectively), indicating that Zfh2 may normally repress *Nepl15*. 

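Nepl15, a neprilysin-like peptidase gene on 3R from 22763960 to 22766172 of dm6, had 160 ± 2.8 CPM (SD, n = 2) in zfh2 knockdown embryos at 12–14 hours and 42 ± 0.994 CPM (SD, n = 2) in control embryos. Its log2 fold change was 1.93 (standard error 0.08, adjusted p = 0.000372) there and 1.97 (standard error 0.26, adjusted p = 0.0395) at 16–18 hours, by edgeR. From the increase at both windows the paper proposes that Zfh2 represses Nepl15.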

There are no statistically significant GO Terms in this small gene set.

### *sens-2* RNAi alters expression of genes involved in mannose metabolism

The *senseless-2* (*sens-2)* gene encodes a C2H2 zinc finger TF with sequence similarity to the well-characterized *sens* gene (Jafar-Nejad and Bellen 2004). As described above, *sens* is expressed in the peripheral nervous system whereas *sens-2* is expressed in the fourth chamber of the late-stage embryonic midgut (Hammonds *et al.* 2013). The fourth chamber is the most metabolically active and immune responsive region of the gut. The biological function of *sens-2* has not been well studied. *sens-2* is first expressed in embryos starting at 4–6 hours AEL, with peak expression at 14–16 hours. 

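The zinc finger gene sens-2 lies on 2L from 6821934 to 6838995 of dm6. At 14–16 hours it was at 25.3 ± 2.05 CPM (SD, n = 2) in knockdown and 27.1 ± 2.53 CPM (SD, n = 2) in control embryos. In 16–18 hour embryos its log2 fold change was 0.06 (standard error 0.12, adjusted p = 0.781) by edgeR. Counts per exon were not used here, so that its 5′ exon was not examined apart. Each knockdown library held 92638972 to 167412388 counts at 14–16 hours and 101857181 to 132993759 at 16–18 hours, and control libraries that no other TF shares held 49480691 to 57862209 and 52529884 to 58938404. The tests covered 11539 genes at 14–16 hours and 11459 at 16–18 hours.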

In our *sens-2* RNAi experiments, the *sens-2* transcript itself had minimal log2fold change at both 14–16 hours (−0.09) and 16–18 hours (+0.06), yet the level of expression of the 5′ exon is reduced 2- to 3-fold (Fig. 6a). Although the log2fold change is minimal, the RNAi cross resulted in lethality at the pupal stage. The heatmap shows 49 genes that were downregulated with log2fold change ≤ −1.0 at either the peak expression period or at 16–18 hours (Fig. 6b). 

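Knockdown of sens-2 lowered 93 genes by a log2 fold change of at most −1, of which 42 passed at 14–16 hours and 79 at 16–18 hours. Both windows share 28 of them, where independent sets would share 0.27. Later, at 16–18 hours, CG12057 had −9.05 (standard error 0.56, adjusted p = 0.00216) by edgeR. The odorant-binding protein gene Obp56g fell to 0 counts at 14–16 hours, at least 27.7-fold. It was also lower for fd59A at 16–18 hours and higher for ERR at 10–12 hours. The number of lower genes was 177 without the first and 155 without the second knockdown replicate, 192 without the first and 48 without the second control replicate.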

All six of the lysosomal class II alpha-mannosidases in *Drosophila* (*Lysosomal alpha-mannosidase I (LManI), LManII, LManIII, LManIV, LManV*, and *LManVI)* showed significantly reduced expression at 14–16 hours. 

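The 6 genes encode enzymes that cleave mannose from glycoproteins, and all 6 were lower at 14–16 hours in sens-2 knockdown embryos by edgeR, also when adjusted over the list alone. The paper chose the list on these samples, which makes the count no independent evidence. LManV had 0.231 ± 0.0609 CPM (SD, n = 2) in knockdown and 115 ± 11.1 CPM (SD, n = 2) in control embryos, a log2 fold change of −8.90 (standard error 0.21, adjusted p = 0.000105). LManVI was 5740-fold lower (2 against 4742 counts, 95% counting interval 1590 to 47400, adjusted p = 0.000503) by edgeR. LManIV fell to 0 counts, at least 77.8-fold. LManI had −2.15 (standard error 0.15, adjusted p = 0.00922) and LManII −1.15 (standard error 0.10, adjusted p = 0.0156). In the 16–18 hour window 5 of the genes could be tested and all were lower. There LManIII fell to 0 counts, at least 45.4-fold, and LManI had −1.98 and LManII −1.33. Without the second control replicate 2 of the 6 passed at 14–16 hours, and without the first 4 did. The genes are paralogs, so that some reads of one may be counted for another.

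**Figure D4:**
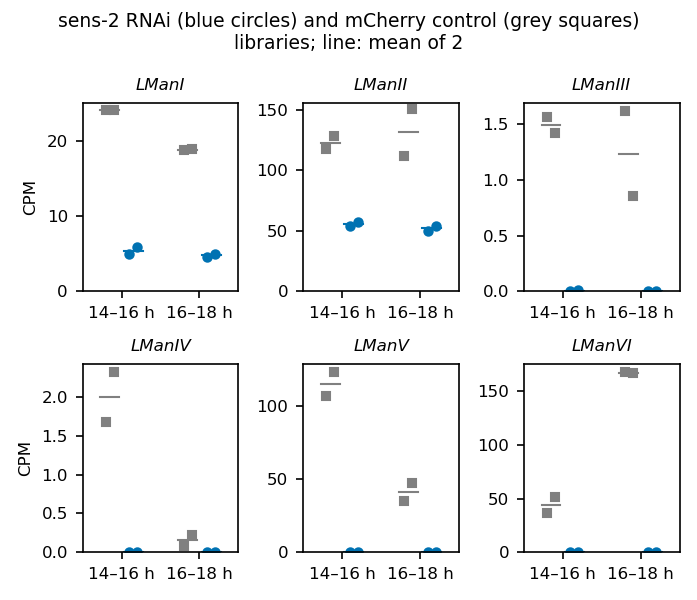
CPM (vertical axis, from 0) of the 6 mannosidase genes in each library at 14–16 and 16–18 hours, with sens-2 RNAi in blue, control in grey and a line at the mean. LManV lies near 115 CPM in controls and near 0.231 CPM in knockdown embryos at 14–16 hours.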

*LManV* and *LManVI* had the two greatest negative log2fold changes in the genome (−6.19 and −4.26, respectively) while the remaining four alpha-mannosidases had negative log2fold changes between −1.04 and −1.72 (Molecular Function GO Term “alpha-mannosidase activity”, 200-fold enrichment, *P*_adj_ of 4.30E−09, Supplementary Table 48). Mannosidases are enzymes that remove mannose residues from glycoconjugates as part of glycoprotein degradation (Nemcovicova *et al.* 2013). These genes are expressed exclusively or primarily in the fourth chamber of the late-stage embryonic midgut, as is *sens-2* itself (Fig. 6c). Other genes expressed primarily in the fourth midgut chamber that showed reduced expression in the absence of *sens-2* include *Cyp4ad1, CG30043, CG31343, CG31198, CG33966* and *Try29f*, with log2fold changes between −0.67 and −1.63 at 14–16 hours.

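In sens-2 knockdown embryos at 14–16 hours 5 of these 6 genes were lower by edgeR and 6 when adjusted over the list alone, which is the paper's choice on these samples. The trypsin gene Try29F had 129 ± 10.8 CPM (SD, n = 2) in knockdown and 451 ± 12.4 CPM (SD, n = 2) in control embryos, a log2 fold change of −1.80 (standard error 0.10, adjusted p = 0.00494). The cytochrome P450 gene Cyp4ad1 had −1.89 (standard error 0.20, adjusted p = 0.0226), and CG30043 −1.08, CG31343 −0.98 and CG31198 −0.75. CG33966 had −0.92 (standard error 0.18, adjusted p = 0.153), which did not pass. In embryos aged 16–18 hours, all 6 were lower, with a median of −1.01.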

**Fig. 6.**
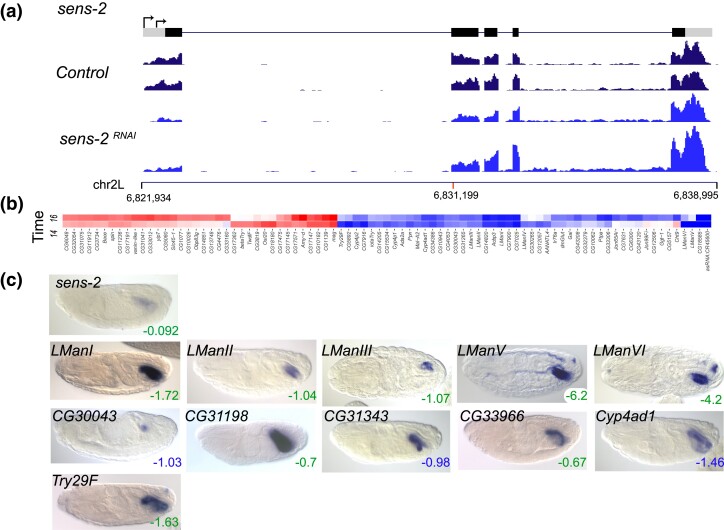
RNAi knockdown of *sens-2*. a) RNAi knockdown of *sens-2*. a) Transcription unit of *sens-2* is shown above RNA-seq tracks for the *mCherry* (control*)* and *sens-2* RNAi knockdown embryos at 14–16 hours AEL. Grey boxes represent untranslated regions and black boxes coding exons. The *Y*-axis scale for the RNA-seq is 0–150 reads. Chromosome arm 2L coordinates are shown below the RNA-seq tracks, with a red mark indicating the position of the shRNA used for the RNAi experiment. The RNA-seq shows reduced expression restricted to the region of the transcript 5′ of the shRNA site. b) The heatmap shows the genes with the most strongly reduced expression (blue, log2fold change ≤ −1) or strongly increased expression (red, log2fold change ≥1) in the *sens-2* RNAi embryos at 14–16 hours (labeled “14”) and 16–18 hours (labeled “16”) AEL. A scale bar is shown in Fig. 3b. c) RNA expression patterns of *sens-2* targets (log2fold change ≤ −0.50) in late-stage wild type embryos, showing specific expression in the fourth chamber of the midgut. Embryo images are dorsal views with anterior to the left. The log2fold scores for the pictured genes are indicated in the lower right corner of each image; green numbers indicate maximum effect at 14–16 hours AEL and blue numbers indicate maximum effect at 16–18 hours AEL.

There are 85 genes in the heatmap, 49 with log2fold changes ≤ −1.0 and 36 with log2fold changes ≥1.0 in at least one of the time windows, with 26 having the Molecular Function GO Term, “peptidase activity” (8.5 × enrichment, *P*_adj_ 3.64E−14, Supplementary Table 48). 

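Knockdown of sens-2 raised 145 genes by a log2 fold change of at least 1, of which 35 passed at 14–16 hours and 121 at 16–18 hours. Digestive enzymes moved both ways. Of 17 such genes listed before the files were opened, 2 were lower and 5 higher at 14–16 hours by edgeR, and 4 lower and 9 higher when adjusted over the list alone. The lysozyme gene LysS had 2.30 (standard error 0.34, adjusted p = 0.0655), the amylase gene Amy-d 2.06 (standard error 0.29, adjusted p = 0.0614) and the chymotrypsin-like gene Jon25Bi 1.94 (standard error 0.28, adjusted p = 0.0628). The trypsin gene iotaTry had −1.79 (standard error 0.20, adjusted p = 0.0286) and the maltase gene Mal-A2 −1.32. During the 16–18 hour window 7 were lower and 5 higher, also when adjusted over the list alone, with Jon65Ai at −1.46 (standard error 0.13, adjusted p = 0.00495) and yip7 at 1.42 (standard error 0.13, adjusted p = 0.00731). The Jonah genes are paralogs that may exchange reads. The cellularization gene bnk and the protease gene CG18179 rose from 0 counts at 14–16 hours, at least 25.2-fold and at least 13.3-fold. The number of higher genes was 432 without the second knockdown replicate, 79 without the first and 62 without the second control replicate. The paper proposes that other TFs of the midgut act with sens-2 on these genes.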

Fifteen such genes had decreased expression after *sens-2* RNAi while 11 had increased expression.

The regulation of these genes is likely modulated by interaction of *sens-2* with other known midgut expressed TFs (Buchon *et al.* 2013).

### *CG32006* RNAi alters expression of genes required for intraflagellar transport, including genes with human orthologs that cause Bardet-Biedl syndrome

*CG32006* was identified as a putative target of the TF *sens*, sharing an expression pattern in the peripheral nervous system and being knocked down by log2fold −1.30 in the *sens* 16–18 hours experiment. It encodes a protein with a forkhead box DNA-binding domain sequence of 80 to 100 amino acids. 

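In sens knockdown embryos at 16–18 hours CG32006, an uncharacterized TF gene with a forkhead domain, was at 0.663 ± 0.219 CPM (SD, n = 2) against 3.78 ± 0.291 CPM (SD, n = 2) in control embryos. At 6–8 hours its log2 fold change was −2.11 (standard error 0.32, adjusted p = 0.178) by edgeR, which did not pass.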

Its closest orthologs are Foxj1.2 in Xenopus, Foxj1b in zebrafish, and *fkh-8* in *C. elegans*. Foxj1 TFs had been identified as regulators of the production of motile cilia (Yu *et al.* 2008). The biological function of *CG32006* in Drosophila has not been studied previously.

Peak expression for *CG32006* is 12–14 hours AEL, when it is expressed in the ventral and dorsal/lateral sensory complexes and in the sensory system of the head. 

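CG32006 lies on 4 from 150764 to 153538 of dm6. At 12–14 hours its transcript was at 0.498 ± 0.179 CPM (SD, n = 2) in CG32006 knockdown and 4.2 ± 0.321 CPM (SD, n = 2) in control embryos, a log2 fold change of −3.07 (standard error 0.28, adjusted p = 5.52e-05) by edgeR. For the 16–18 hour embryos it had −3.43 (standard error 0.46, adjusted p = 0.382), and DESeq2 gave an adjusted p of 1.97e-07 there. The knockdown libraries held 54065585 to 56117986 counts at 12–14 hours and 52453253 to 62377362 at 16–18 hours. The controls, which Ets65A shares, held 42950492 to 57324193 and 42376176 to 45429804 counts. The tests covered 11448 genes at 12–14 hours and 11285 at 16–18 hours.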

In the *CG32006* RNAi experiments, the *CG32006* transcript itself had a log2fold change of −2.35 at 12–14 and −2.12 at 16–18 hours (Fig. 7a). The RNAi cross resulted in lethality at late embryonic stages. The heatmap shows 65 genes that are downregulated with log2fold change ≤ −1.0, with 45 downregulated at the peak expression period of 12−14 hours and 20 at 16–18 hours (Fig. 7b). 

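CG32006 RNAi lowered 182 genes by a log2 fold change of at most −1, all at 12–14 hours. At 16–18 hours edgeR called no gene, with 1339 genes at an unadjusted p below 0.05 and 658 genes called by DESeq2 at an absolute log2 fold change of 0.5. CG34309 fell to 0 counts, at least 28.7-fold. Of the genes lower by at least 1 in sens knockdown embryos at 16–18 hours, 9 were also lower in CG32006 knockdown embryos at 12–14 hours, where 0.83 would be shared by independent sets of 76 and 119 calls among 10868 genes. Lower genes numbered 398 without the first knockdown replicate. It was 0 in 1 fit of all libraries that share the controls. In this comparison genes absent from eggs but expressed by control embryos had a median log2 fold change of −0.21.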

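The antisense RNAs asRNA:CR43477, asRNA:CR44116 and asRNA:CR46050 fell to 0 counts in CG32006 knockdown embryos at 12–14 hours, by at least 6.09-fold, at least 5.93-fold and at least 3.47-fold. Antisense RNAs overlap genes of the other strand, so that the assignment of their reads is uncertain. The long noncoding RNA lncRNA:CR44874 also fell to 0 counts, at least 6.41-fold.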

Twenty-eight (40%) of these are antisense RNAs and one is a snoRNA. Of the remaining 36 genes, ten have the Biological Process GO Term “cilium assembly” (25-fold enrichment, *P*_adj_ of 5.45E−08, Supplementary Table 48) with half of these having orthologs that are implicated in the human ciliopathy disease known as Bardet-Biedl syndrome (BBS), a disease associated with mutations in the BBSome.

**Fig. 7.**
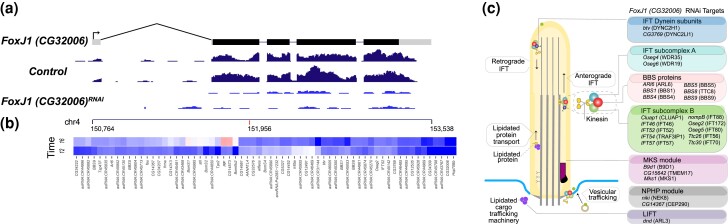
RNAi knockdown of *CG32006*. a) Transcription unit of *CG32006* is shown above RNA-seq tracks for two replicates each for the *mCherry* (control) and *CG32006* RNAi knockdown embryos at 12–14 hours AEL. Grey boxes represent untranslated regions and black boxes coding exons. *Y*-axis scale for the RNA-seq tracks is 0–50 reads. Chromosome 4 coordinates are shown below the RNA-seq tracks with a red mark indicating the position of the shRNA used for the RNAi experiment. b) The heatmap shows the genes with the most strongly reduced expression (blue, log2fold change ≤ −1) in *CG32006* RNAi embryos at 12–14 hours (labeled “12”) and 16–18 hours (labeled “16”) AEL. A scale bar is shown in Fig. 3b. Genes with increased expression (log2fold change ≥1) are in Supplementary Table 20. c) *CG32006* targets (log2foldchange ≤ −0.25) encoding functional components of ciliary trafficking (right, within colored boxes) shown with their positions within the ciliary trafficking system (left) (ciliary trafficking diagram (adapted from Reiter and Leroux 2017), and Adamiok-Ostrowska and Piekiełko-Witkowska 2020 (Adamiok-Ostrowska and Piekielko-Witkowska 2020)).

The BBSome is a protein complex that links signaling proteins to the intraflagellar transport machinery in cilia (Klink *et al.* 2020). 

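The BBSome carries membrane proteins through cilia. All 6 of its genes tested, Arl6, BBS1, BBS4, BBS5, BBS8 and BBS9, were lower in CG32006 knockdown embryos at 12–14 hours by edgeR, with a median log2 fold change of −1.56. BBS9 had −1.74 (standard error 0.25, adjusted p = 0.000876) and BBS4 −1.42 (standard error 0.32, adjusted p = 0.0107). BBS1 had −1.79, BBS5 −1.62, Arl6 −1.51 and BBS8 −1.42. In 16–18 hour embryos the median was −1.75, none was called by edgeR and 2 were by DESeq2. Adjusted over the list alone, all 6 were lower at either window, for a list that the paper took from these samples. In 1 fit of the libraries that share the controls edgeR called 0 genes for CG32006 at either window, with 2262 genes at 12–14 hours and 1135 at 16–18 hours at an unadjusted p below 0.05, so that its calls of the BBSome, IFT-B, MKS and NPHP and dynein genes were all lost there, while DESeq2 called all 6 BBSome genes at 12–14 hours in the 2 against 2 comparison.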

In Drosophila, seven genes give rise to the BBSome (van Dam *et al.* 2013), five of which were knocked down with a log2fold change of at least −1.00 at one or both time points (*Arl6, BBS1, BBS5, BBS8* and *BBS9*), while BBS4 registered a log2fold change of −0.98 at 12–14 hours. In addition, 9 of 11 *Drosophila* genes of the Intraflagellar Transport Subcomplex-B (IFT-B), which governs anterograde transport, were downregulated in at least one timepoint with log2fold changes ≤ −0.5 (*Cluap1, IFT46, IFT52, IFT54*, *IFT57, nompB, Oseg2, Oseg5,* and *Ttc30*). 

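Of 11 IFT-B genes, which move cargo toward the ciliary tip, 10 were lower in CG32006 knockdown embryos at 12–14 hours by edgeR and when adjusted over the list alone. The paper named 10 of the 11, all but IFT20, from these samples, so that the count adds no independent evidence. Oseg5 had −1.35 (standard error 0.37, adjusted p = 0.0251), IFT52 −1.18, IFT57 −1.14, Oseg2 −1.13, IFT46 −1.11 and IFT54 −1.08. Ttc30 had −0.88, Cluap1 −0.70 and nompB −0.66. IFT20 had −1.12 (standard error 0.74, adjusted p = 0.294) and did not pass. The number of lower IFT-B genes was 5 without either knockdown replicate and 6 without the second control replicate.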

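Ttc26, the homolog of a vertebrate anterograde transport gene, had −0.56 (standard error 0.21, adjusted p = 0.0789) at 12–14 hours and −1.13 (standard error 0.43, adjusted p = 0.382) at 16–18 hours in CG32006 knockdown embryos by edgeR, so that the first passed and the second did not.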

Ttc26 had a log2fold change of −0.46 at 12–14 hours and −0.70 at 16–18. In addition, the IFT Subcomplex-A (IFT-A) gene *Oseg6* had a log2fold changes of −0.72 at 12–14 hours) (Fig. 7c).

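Oseg6 belongs to the complex that returns cargo from the ciliary tip, and its log2 fold change in CG32006 knockdown embryos at 12–14 hours was −0.86 (standard error 0.21, adjusted p = 0.0157) by edgeR. Its partner Oseg4 had −0.28 (standard error 0.09, adjusted p = 0.0444). These were the 2 of 5 IFT-A genes that passed, over all genes and adjusted over the list alone. Of 3 kinesin-2 motor genes 1 was lower, also when adjusted over the list alone, and their log2 fold changes lay between −0.21 and −0.08.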

Further supporting the role of CG32006 in cilia, several genes associated with two other ciliopathies, Meckel-Gruber syndrome (MKS) and nephronophthisis (NPHP), were also downregulated after CG32006 knockdown. MKS module genes *Mks1, B9d1* and *CG15642* were knocked down by log2fold changes −0.72 to −0.83, while NPHP module genes *CG14367* (ortholog of the human CFAP36 gene, an effector of ARL3) and *niki*, had log2fold changes of −1.1 and −0.88, respectively. 

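The 5 genes act at the ciliary transition zone, and all were lower in CG32006 knockdown embryos at 12–14 hours by edgeR and when adjusted over the list alone, a list of the paper from these samples. Mks1 had −2.54 (standard error 0.60, adjusted p = 0.0131), the kinase gene niki −1.71 (standard error 0.50, adjusted p = 0.0319), CG14367 −1.33, B9d1 −1.14 and CG15642 −1.04. Of 7 transition zone genes 2 were lower, Mks1 and B9d1 given above, and 1 higher over all genes and adjusted over the list alone, so that the list adds no lower gene. The higher one, TMEM216, had 1.37 (standard error 0.05, adjusted p = 4.23e-06), in a comparison with 1797 genes called higher at a log2 fold change of at least 0.5.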

The MKS and NPHP modules form a ciliary gate in the transition zone, helping to regulate passage of molecules into and out of the cilia (Williams *et al.* 2011).

In addition, we detected downregulation of the IFT Dynein subunit genes *btv* and *CG3769* (log2fold changes −0.97 and −1.02 at 12–14 hours). 

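The dynein that powers return transport in cilia includes the heavy chain gene btv, which had −1.16 (standard error 0.16, adjusted p = 0.000754), and CG3769, which had −1.33 (standard error 0.30, adjusted p = 0.0104), in CG32006 knockdown embryos at 12–14 hours by edgeR. Of 10 genes of axonemal dynein and its assembly, none was called by edgeR or DESeq2 or when adjusted over the list alone, and their log2 fold changes lay between −0.09 and 0.44. Of 8 centriole genes 4 were higher over all genes and adjusted over the list alone. Among these, asl had 1.08 (standard error 0.07, adjusted p = 1.09e-05), ana1 0.98, Cep135 0.91 and SAK, a kinase of centriole duplication, 0.89. In this comparison 1797 genes were called higher at a log2 fold change of at least 0.5. The 1527 genes higher for caup, CG33557, scro, Kah and CG32006 alike had a median of 0.90 in it. Increases of this size are thus not particular to centriole genes.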

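CG45105 had −0.42 (standard error 0.07, adjusted p = 0.00244) and the small GTPase gene dnd −0.34 (standard error 0.15, adjusted p = 0.132) in CG32006 knockdown embryos at 12–14 hours by edgeR, so that CG45105 passed and dnd did not. Together with btv and CG3769 they make 4 genes, of which 3 were lower over all genes and 4 adjusted over the list alone, on a list the paper chose from these samples. From the decreases of BBSome, transport and transition zone genes, the paper reasons that CG32006 has a role in cilia.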

Finally, in further support of the role of *CG32006* in cilia, we reviewed other known ciliary genes and found evidence of down regulation, albeit at low levels for *CG45105* (ortholog of the human gene SDCCAG8, alias BBS16), found in the ciliary transition zone, and *dnd* (human ARL3), required for targeting proteins to the cilium (log2fold changes −0.47 and −0.30, respectively). 

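In CG32006 knockdown embryos 586 genes were higher by a log2 fold change of at least 1, all at 12–14 hours by edgeR. The noncoding RNA gene CR30029 had 4.83 (standard error 0.68, adjusted p = 0.000794), lncRNA:CR45911 3.60 (standard error 0.26, adjusted p = 1.51e-05) and the cuticle gene TwdlO 3.49 (standard error 0.56, adjusted p = 0.00174). Most listed cuticle genes went the other way, since 11 of 16 were lower and 2 higher, over all genes and adjusted over the list alone. At an absolute log2 fold change of 0.5, 1348 higher genes were shared with Ets65A RNAi, which has the same control libraries, so that the sets are not independent. Of 12 genes of mature neurons, 10 were lower and 1 higher, and 11 were lower when adjusted over the list alone. The synaptic genes cpx and VGlut had −0.53 (standard error 0.06, adjusted p = 0.000232) and −0.43 (standard error 0.06, adjusted p = 0.000637), while Syx1A was higher with 0.33 (standard error 0.07, adjusted p = 0.00558). Higher genes numbered 1556 without the first knockdown replicate and 0 in 1 fit of all libraries that share the controls.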

There are 506 genes with log2fold changes ≥1.0, showing increased expression in the knockdown embryos, which is one of the larger repressed gene sets in our study.

### Findings from other RNAi experiments are consistent with known gene function or suggestive of previously unknown interactions

In addition to the five experiments highlighted above, other experiments generated intriguing target gene lists enriched for GO terms. Six of these are described below. They are involved in defense response *(kayak),* protein folding (*X box binding protein-1)*, neuron differentiation (*onecut* and *forkhead domain 59A)* and regulation of membrane potential *(scarecrow).* In addition, knockdown of *suppressor of Hairy wing* caused increased expression of antisense RNAs. These TFs are briefly described below.

*kayak* (*kay*) encodes a basic leucine zipper (bZIP) TF that, with the product from the TF *Jun-related antigen (Jra),* forms the Drosophila AP-1 heterodimeric TF complex (Perkins *et al*. 1990; Tran *et al*. 1998), required for stress and immune response as part of the Toll pathway (Valanne *et al*. 2011). *kay* is expressed in all embryonic stages, beginning with maternal deposition, with peak expression at 10–12 hours AEL, when *kay* is expressed in head mesoderm, amnioserosa, and midgut. Our *kay* RNAi experiment was pupal lethal in spite of small positive log2fold changes of 0.15 at 10–12 hours and 0.10 at 16–18 hours. 

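The AP-1 gene kay lies on 3R from 29765995 to 29794113 of dm6. In kay RNAi embryos its transcript was at 101 ± 10.7 CPM (SD, n = 2) at 16–18 hours and in control embryos at 95.8 ± 5.12 CPM (SD, n = 2), a log2 fold change of 0.09 (standard error 0.13, adjusted p = 0.666) by edgeR. The gene of its partner Jra had 0.01. Each knockdown library held 60525020 to 72958377 counts at 10–12 hours and 54937031 to 73977278 at 16–18 hours. The controls, which Blimp-1 shares, held 69399234 to 71334186 and 70908801 to 71277785 counts. The tests covered 11349 genes at 10–12 hours and 11471 at 16–18 hours.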

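In kay knockdown embryos at 16–18 hours 436 genes were higher by a log2 fold change of at least 1. The antifungal peptide gene Drs had 109 ± 5.62 CPM (SD, n = 2) in knockdown and 2.03 ± 0.813 CPM (SD, n = 2) in control embryos, a log2 fold change of 5.74 (standard error 0.29, adjusted p = 0.00255) by edgeR. The antibacterial gene Listericin had 5.32 (standard error 0.44, adjusted p = 0.00887) and the peptidoglycan receptor gene PGRP-LA 1.48 (standard error 0.13, adjusted p = 0.00943). The cecropin gene Cec2 rose from 0 counts, at least 25.5-fold. Of 5 antimicrobial peptide genes that could be tested, 3 were higher and 1 lower, also when adjusted over the list alone, and 2 of the higher ones, Drs and Mtk, are in the paper's list from these samples. The lower one, AttC, was 10.9-fold lower (2 against 24 counts, 95% counting interval 2.7 to 95, adjusted p = 0.0778). Of 9 hemocyte genes none was called by edgeR over all genes or the list alone, and DESeq2 called 2 lower. Among 16 cuticle genes 3 were higher, with Edg91 at 4.21 (standard error 0.15, adjusted p = 0.00146), and 7 were lower, as were 2 of 7 tracheal genes, with btl at −1.62 (standard error 0.14, adjusted p = 0.00943), and each count was the same when adjusted over the list alone. The number of higher genes was 0 without the first and 13 without the second knockdown replicate, 241 without the first and 1153 without the second control replicate. Genes absent from eggs but expressed by control embryos had a median log2 fold change of −0.25. From the higher defense genes the paper concludes that kay suppresses them in embryos.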

In the 16–18 hours experiment, knockdown of *kay* upregulates 25 genes with the Biological Process GO Term “Defense Response” and log2fold change ≥ 1.0 (*P*_adj_ 4.36E−11, Supplementary Table 48), indicating that *kay* in embryos suppresses expression of these genes (Supplementary Tables 1 and 27). The gene set includes 10 of the 12 members of the Bomanin gene group, which make small peptides involved in immune response (Lindsay *et al.* 2018) as well as Defense Response genes *BaraA1, BaraA2*, *Bbd*, CG9372, *CG17738,* and *CG42259, Drs, Drsl2, Drsl4, Dso1, Dso2, GNBPlike-3, Listericin, LysS, Mtk, PGRP-LA, PGRP-SC1b,* and *SPH93*.

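Of 12 Bomanin genes 11 were higher in kay knockdown embryos at 16–18 hours by edgeR and when adjusted over the list alone, with a median log2 fold change of 2.57. The paper chose the group on these samples, so that the count is not independent evidence. BomS1 had 80.1 ± 4.7 CPM (SD, n = 2) in knockdown and 8.96 ± 1.07 CPM (SD, n = 2) in control embryos, a log2 fold change of 3.17 (standard error 0.13, adjusted p = 0.00182). BomS6 had 3.42, BomS5 3.41, BomBc1 3.18, BomT3 3.13, BomS3 2.60 and BomBc3 2.54. BomT1 had 1.43 (standard error 0.97, adjusted p = 0.339) and did not pass. All 18 other defense genes named by the paper were higher, over all genes and adjusted over the list alone. Among them the peptide genes Mtk, Dso1 and Dso2 had 2.02, 1.96 and 2.22, and the pair of BaraA copies, which share the same counts, had 3.30. The number of higher Bomanins was 0 without the first and 3 without the second knockdown replicate. At 10–12 hours BomBc2 was lower, with −5.04 (standard error 0.53, adjusted p = 0.0548), and kay was 1 of 15 TFs with that call at the peak. Of 8 Bomanin genes tested there, none was higher. Adjusted over the list alone, 3 were lower and 1 higher. The Bomanins are paralogs that may share reads.

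**Figure D5:**
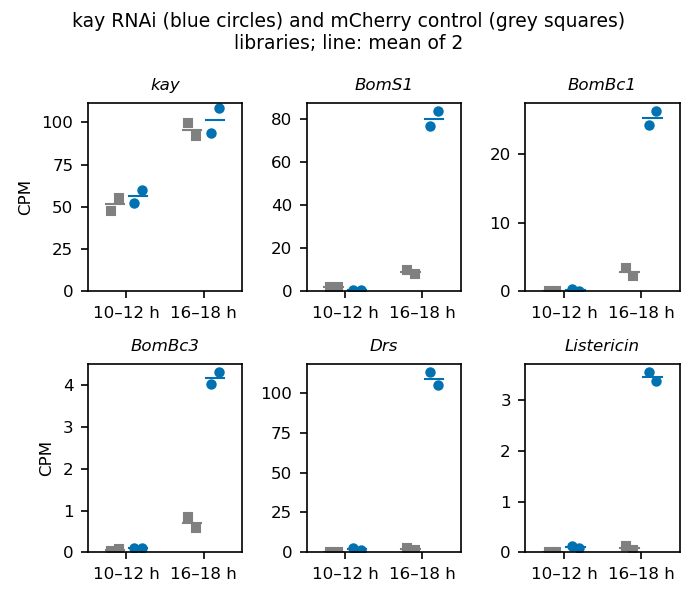
CPM (vertical axis, from 0) of kay and 5 defense genes in each library at 10–12 and 16–18 hours, with kay RNAi in blue, control in grey and a line at the mean. Later, at 16–18 hours, BomS1 lies near 80.1 CPM in knockdown embryos and near 8.96 CPM in controls.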

*X box binding protein-1(Xbp-1)* encodes a bZIP TF and is known to mediate the unfolded protein response (Souid *et al.* 2007). *Xbp-1* is spatially expressed in salivary gland, trachea, mesoderm, and hindgut (Hammonds *et al.* 2013). Our RNAi experiment was larval lethal, consistent with the results of mutant alleles of *Xbp1*, which die as second instar larvae (Buszczak *et al*. 2007). 

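Xbp1, the bZIP gene of the unfolded protein response, lies on 2R from 21143545 to 21145750 of dm6. At 10–12 hours its transcript was at 21.7 ± 3.05 CPM (SD, n = 2) in Xbp1 knockdown and 339 ± 21.1 CPM (SD, n = 2) in control embryos, a log2 fold change of −3.99 (standard error 0.16, adjusted p = 2.07e-08) by edgeR. In the 16–18 hour window it had −3.74 (standard error 0.23, adjusted p = 0.116), while DESeq2 gave an adjusted p of 2.57e-45. The knockdown libraries held 44236208 to 56912760 counts at 10–12 hours and 52407355 to 57811573 at 16–18 hours, with the same control libraries as for ERR and bsh. The tests covered 11136 and 11311 genes.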

Knockdown of *Xbp-1* itself was very strong (log2fold −2.78 at 10–12 hours and −3.94 at 16–18 hours). There are 24 genes with log2fold change ≤ −1.0, of which eight have the Biological Process GO term “Protein Folding” (33-fold enrichment and *P*_adj_ 6.26E−07, Supplementary Table 48). 

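Knockdown of Xbp1 lowered 19 genes by a log2 fold change of at most −1 by edgeR, 18 at 10–12 hours and 1 at 16–18 hours. The latter is the acetyltransferase gene AANATL4, with −5.32 (standard error 0.23, adjusted p = 0.0756). In 10–12 hour embryos the heat shock gene Hsp70Bb had −1.83 (standard error 0.14, adjusted p = 2.15e-05). Across TFs, Hsp70Bb was called lower for 16 and higher for 3 at their peak windows. Of 13 chaperone and folding genes of the endoplasmic reticulum, 3 were lower at 10–12 hours and 7 when adjusted over the list alone. The DnaJ gene shv had −0.80 (standard error 0.12, adjusted p = 0.00584), the Hsp90-like gene Gp93 −0.71 (standard error 0.14, adjusted p = 0.0609) and P58IPK −0.54 (standard error 0.12, adjusted p = 0.0983). In embryos aged 16–18 hours, all 13 had a negative log2 fold change with a median of −0.62. There edgeR called none, with 641 of all genes at an unadjusted p below 0.05, while 9 were lower adjusted over the list alone and DESeq2 called 5. Gp93 had −1.68 (standard error 0.20, adjusted p = 0.193) and the BiP homolog Hsc70-3 −1.68 (standard error 0.16, adjusted p = 0.155). Of 10 genes of the translocon and of trafficking none was called at either window by edgeR, adjusted over the list alone or by DESeq2. The number of lower genes was 986 without the second control replicate, 49 without the first knockdown replicate and 76 by DESeq2, and without the second control replicate 6 folding genes passed at 16–18 hours. In counts simulated from these libraries, edgeR found 11 of 100 genes with a 2-fold change at 16–18 hours.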

(Supplementary Table 1). Looking at smaller changes in gene expression, Grp170 and Hsp27 (both “unfolded protein binding”) and CG11999 (“misfolded protein binding”), all had log2fold changes of ≤ −0.70.

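CG2918, the homolog of Grp170, had −0.92 (standard error 0.15, adjusted p = 0.308) in Xbp1 knockdown embryos at 16–18 hours by edgeR, and CG11999 had −1.03 (standard error 0.22, adjusted p = 0.454). The small heat shock gene Hsp27 had −1.18 (standard error 0.39, adjusted p = 0.694). None of the 3 passed over all genes at either window, while DESeq2 called 2 at 16–18 hours. Adjusted over the list alone, which the paper chose on these samples, 3 were lower at 16–18 hours and 2 at 10–12 hours. Of 11 heat shock genes tested at 16–18 hours none was called over all genes, and DESeq2 and the adjustment over the list alone each gave 2 lower genes.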

*onecut* encodes a CUT homeodomain TF which by 8–10 hours AEL is expressed in the embryonic brain, ventral nerve cord, dorsal/lateral sensory complexes, and the stomatogastric nervous system (Hammonds *et al.* 2013). Mutant alleles are lethal (Boyle *et al.* 2006), consistent with our finding of larval lethality in the RNAi cross. Onecut is known to be important in the development and maintenance of neuromuscular junctions (Audouard *et al*. 2012). Our data shows strong enrichment for genes (Supplementary Tables 1 and 28) involved in the neuromuscular junction, particularly in the Neurexin Family Binding Protein genes *nlg1*, *nlg2*, *nlg3*, *nlg4*, *Nrx-1*, and *CASK*, which all had log2fold changes ≥ 0.5 indicating that they are normally downregulated by *onecut* at 16–18 hours. 

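The CUT homeobox gene onecut lies on 4 from 598555 to 607649 of dm6. Its transcript had a log2 fold change of −0.50 (standard error 0.19, adjusted p = 0.254) at 12–14 hours and 0.02 (standard error 0.23, adjusted p = 0.975) at 16–18 hours by edgeR. During the 16–18 hour window the neurexin gene Nrx-1 had 0.52 (standard error 0.15, adjusted p = 0.17) and its scaffold CASK 0.94 (standard error 0.30, adjusted p = 0.185). The neuroligin genes Nlg1, Nlg2, Nlg3 and Nlg4 had 0.75, 0.93, 0.63 and 0.86, the lowest adjusted p being 0.139 for Nlg2. None of the 6 genes was called by edgeR over all genes, 6 were higher when adjusted over the list alone and DESeq2 called 5. The list is the paper's choice on these samples and not independent evidence. Without the first control replicate 6 passed by edgeR, and without the second 5 did. Each knockdown library held 51694780 to 59603764 counts at 12–14 hours and 45290682 to 48735494 at 16–18 hours, and the controls, shared with scro and ss, 45198418 to 71530628 and 58300021 to 79155979. The tests covered 11464 and 11328 genes. From the positive fold changes the paper concludes that onecut lowers these genes.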

Other genes with positive log2fold changes ≥ 0.5 are enriched for the Biological Process GO term “neuron differentiation” (79 genes, 4.84E−12, Supplementary Table 48).

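For the 16–18 hour embryos edgeR called no gene higher in onecut knockdown embryos, with 2558 genes at an unadjusted p below 0.05, and DESeq2 called 337 genes higher at a log2 fold change of at least 0.5. The 4 genes called by edgeR were all lower. They are CG13133 with −5.83 (standard error 0.25, adjusted p = 0.054), the palmitoyltransferase gene Patsas with −3.78 (standard error 0.21, adjusted p = 0.0996), the mitochondrial ribosomal RNA gene mt:lrRNA with −3.22 and CG46466 with −3.07. Of 12 mature neuron genes none passed, also when adjusted over the list alone, with log2 fold changes between −0.60 and 0.39, and DESeq2 called 1 lower. Of 7 neuroblast genes none passed by edgeR or over the list alone, with a median of 0.34, and DESeq2 called 1 higher. Without the first control replicate edgeR called 1376 genes higher, and without the second 591. In simulated counts of this comparison, edgeR found 12 of 100 genes with a 2-fold change and DESeq2 32, and they also called 13 and 82 unchanged genes.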

*forkhead domain 59A (fd59A)* is a relatively unstudied forkhead box TF. It is first expressed in a subset of brain cells at 6–8 hours AEL (stage 9) and at later stages is expressed in brain and ventral nerve cord. Existing alleles are viable, with decreased fecundity (Lacin *et al.* 2014). 

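The forkhead gene fd59A lies on 2R from 22868159 to 22870706 of dm6. At 10–12 hours its transcript was at 1.54 ± 0.804 CPM (SD, n = 2) in fd59A knockdown and 6.06 ± 0.553 CPM (SD, n = 2) in control embryos, a log2 fold change of −1.98 (standard error 0.39, adjusted p = 0.427) by edgeR, and DESeq2 gave an adjusted p of 0.0142. At 16–18 hours it had −2.23 (standard error 0.24, adjusted p = 0.0239). The knockdown libraries held 55496377 to 56787414 counts at 10–12 hours and 59865243 to 65814434 at 16–18 hours. The controls, which caup shares, held 46536595 to 64427538 and 90634569 to 100712621 counts. The tests covered 11187 and 11598 genes.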

Our RNAi experiment was viable and knocks down *fd59A* by log2fold −1.0 at the peak expression window of 10–12 hours. 

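In fd59A knockdown embryos at 10–12 hours edgeR called no gene lower, with 1299 genes at an unadjusted p below 0.05, and DESeq2 called 5 at a log2 fold change of at most −0.4. The neuronal RNA-binding gene elav had −0.36 (standard error 0.19, adjusted p = 0.466) and the active zone gene brp −0.64 (standard error 0.28, adjusted p = 0.429). Of 12 mature neuron genes 11 had a negative log2 fold change with a median of −0.21, and none was called by edgeR, by DESeq2 or when adjusted over the list alone. Nor was any of 11 presynaptic or 7 neuroblast genes, by any of these. Without the first knockdown replicate 1479 genes were lower and without the second 1644. Genes absent from eggs but expressed by control embryos had a median log2 fold change of −0.35. In 16–18 hour embryos 6 of the 12 neuron genes were higher and 9 when adjusted over the list alone.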

Genes that are downregulated, albeit lowly (log2fold −0.40 to −0.71), by *fd59A* RNAi (Supplementary Tables 1 and 19) are enriched for the Biological Process GO term “neuron differentiation” (48 genes, 7.18E−08, Supplementary Table 48). Of the 48 neuron differentiation genes with reduced expression following knockdown of *fd59A*, 28 had increased expression following knockdown of *onecut* (Supplementary Table 48*)*.

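No gene was called lower for fd59A at 10–12 hours and higher for onecut at 16–18 hours, since edgeR called none in either set. Of 587 genes with an unadjusted p below 0.05 and a log2 fold change of at most −0.4 for fd59A, 523 had a positive log2 fold change for onecut, where the sign of all genes would give 246. Over 9408 genes the log2 fold changes of both comparisons had a Pearson's r of −0.683, across genes, which are not independent replicates. Without genes at 10 CPM or more in 0–1.5 hour controls r was −0.324, and 325 of 381 such genes lower for fd59A had a positive log2 fold change for onecut, where 202 would follow from the sign of all genes left.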

*scarecrow (scro)* encodes a NK2 homeodomain containing protein and is expressed in the pharynx, the optic lobes and the ventral nerve cord (Hammonds *et al*. 2013). The TF *scro* activates 966 genes with log2fold changes of at least −0.5 at 12–14 hours (Supplementary Table 1). Of these, 27 have the Molecular Function GO term “regulation of membrane potential” (*P*_adj_ 1.17E−07), of which 12 map to an adult brain atlas (Davie *et al.* 2018) unannotated cluster, Cluster 13. 

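The NK2 homeobox gene scro lies on 3L from 24724162 to 24758036 of dm6. Its transcript was at 12.7 ± 4.73 CPM (SD, n = 2) in knockdown and 14.1 ± 2.21 CPM (SD, n = 2) in control embryos at 12–14 hours. By edgeR 1437 genes were lower and 2544 higher there at an absolute log2 fold change of at least 0.5, and at 16–18 hours none was, with 497 genes at an unadjusted p below 0.05 and 51 called by DESeq2. Lower genes numbered 151 without the second knockdown replicate, 743 without the first and 165 without the second control replicate, 460 with RLE size factors and 697 by DESeq2. In this comparison genes absent from eggs but expressed by control embryos had a median log2 fold change of −0.67. Of 15 cuticle genes 3 were lower and 1 when adjusted over the list alone, with a median of −1.02, while of 17 midgut digestive enzymes 2 were lower and none over the list alone, with a median of 0.25. Each knockdown library held 45488280 to 68830917 counts at 12–14 hours and 80724372 to 83885159 at 16–18 hours, with the same controls as onecut and ss. The tests covered 11305 and 11580 genes.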

Among the twelve are targets that include genes for nicotinic acetylcholine receptors *nAChRα, 1, 3, 5, 6,* and *7* and *nAChRβ1*, which encode acetylcholine-gated ion channels.

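All 6 of these receptor subunit genes were lower in scro knockdown embryos at 12–14 hours by edgeR and when adjusted over the list alone, which the paper chose on these samples. nAChRalpha7 had −1.21 (standard error 0.28, adjusted p = 0.0386), nAChRalpha1 −1.25 (standard error 0.34, adjusted p = 0.0507) and nAChRbeta1 −0.69. Of all 10 nicotinic receptor genes 8 were lower and 1 higher over all genes and adjusted over the list alone. The higher one, nAChRalpha4, had 0.75. That number of lower genes was 2 without the first and 0 without the second knockdown replicate, 0 without the second control replicate and 3 with RLE size factors. Of 14 channel genes listed before the files were opened all were lower over all genes and adjusted over the list alone. Genes absent from eggs but expressed by control embryos had an upper quartile of −0.48 in this comparison. The decreases are thus not particular to channel genes. The GABA receptor gene Rdl had −1.28 (standard error 0.30, adjusted p = 0.0389), the sodium channel gene para −1.17 and the calcium channel gene cac −0.99. Of 12 mature neuron genes 10 were lower and 1 higher, 11 lower when adjusted over the list alone and 9 by DESeq2, with a median of −0.91 and elav, which did not pass, at −0.57 (standard error 0.29, adjusted p = 0.189). Later, at 16–18 hours, none of the 10 receptor genes was called by edgeR, by DESeq2 or when adjusted over the list alone, and their log2 fold changes lay between −0.10 and 0.38.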

*suppressor of Hairy wing (su(Hw))* encodes a multifunctional zinc finger TF containing twelve zinc fingers (Parkhurst *et al.* 1988). First characterized for its insulator role (Roseman *et al.* 1993; Mallin *et al.* 1998; Soshnev *et al.* 2013), su(Hw) was later shown to have additional functions in direct transcriptional repression and activation. 

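At 2–4 hours edgeR called 65 genes higher by a log2 fold change of at least 1 in su(Hw) knockdown embryos, and 48 of them (73.8%) are antisense RNAs. Among all genes tested 2.25% are antisense RNAs (Fisher's exact test, p = 7.58e-67). The antisense RNAs asRNA:CR43875, asRNA:CR44431 and asRNA:CR45214 rose from 0 counts, at least 35.7-fold, at least 22-fold and at least 19.7-fold. The cytochrome P450 gene Cyp303a1 rose at least 88.9-fold and CG43291 at least 43.6-fold, also from 0 counts. Since an antisense RNA overlaps a gene of the other strand, the assignment of its reads is uncertain. In the 16–18 hour window edgeR called no gene, with 779 genes at an unadjusted p below 0.05, and DESeq2 called 127 genes higher. By DESeq2, 181 genes were higher at either window, 120 of them antisense RNAs (66.3%). The number of higher genes by edgeR at 2–4 hours was 26 without the first and 4 without the second knockdown replicate, of which 34.6% and 50% are antisense RNAs, and 21 without the first and 60 without the second control replicate, of which 76.2% and 60% are. In embryos aged 16–18 hours, it was 585 without the first and 218 without the second control replicate, with 26.5% and 50.5% antisense RNAs. In 1 fit of the libraries that share the controls it was 7 at 2–4 hours (28.6% antisense RNAs) and 5 at 16–18 hours (60%). The knockdown libraries held 33352175 to 56183114 counts at 2–4 hours and 37323853 to 52392047 at 16–18 hours, and the controls, shared with CG15696, gfzf and cad, 70395282 to 90959187 and 42084402 to 67885379. The tests covered 10578 and 11163 genes.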

Genes with increased expression in the *su(Hw)* knockdown embryos are predominantly non-coding genes of the antisense class (110 of 181 or 61%) (Supplementary Table 40). They are distributed across all chromosomal arms and do not appear to be associated with any specific class of genes.

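Of the genes called higher by edgeR in su(Hw) knockdown embryos at 2–4 hours, 3 lie on the X chromosome, 11 on 2L, 12 on 2R, 13 on 3L, 22 on 3R and 0 on the fourth chromosome. The antisense RNAs among them number 3 on X, 7 on 2L, 9 on 2R, 11 on 3L and 18 on 3R. By DESeq2 at either window 2 higher genes lie on the fourth chromosome and 22 on X. Of 10 germline and maternal genes 3 were lower at 2–4 hours and 7 when adjusted over the list alone, with osk at −4.52 (standard error 0.76, adjusted p = 1.36e-06), exu at −4.29 (standard error 0.66, adjusted p = 4.11e-08) and vas at −3.19 (standard error 0.70, adjusted p = 0.000641) by edgeR. Without the first control replicate vas and exu had 0.28 and 0.34. That library stands apart, with osk at 133.9 CPM against 3.15 CPM in the second control replicate, so that these decreases rest on 1 control library. Of 13 early zygotic genes none was called by edgeR, by DESeq2 or when adjusted over the list alone.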

## Discussion

Of the 45 TFs profiled in our study, we surveyed 18 different DNA-binding domains. The five we focused on contain binding domains of the classes zf-C2H2 (two TFs), zf-C4 nuclear receptor (one), homeobox and zf-C2H2 (one), and forkhead (one), and are expressed in CNS, HindGut, Endoderm/Midgut, and PNS organ systems. DNA-binding motifs are known for sens, sens-2, and ERR. None have yet been determined for zfh2 or CG32006.

Cys2–His2 zinc finger proteins (ZFPs) are the largest group of TFs in higher metazoans (Enuameh *et al*. 2013) and HT selex (Nitta *et al.* 2015) has been used to identify in vitro binding domains in ZFPs.

The putative target lists of specific TFs identify genes of known and unknown function (genes with CG designations and genes without GO terms), providing an indication of the potential biological role of these uncharacterized genes. For instance, 61% of the genes in the *sens* heatmap are CGs. Several of these CGs have no GO terms, but a previous study provides supporting evidence that they are involved in hearing (Senthilan *et al.* 2012). We showed that another gene without GO Terms, *CG13203*, is expressed in the same sensory organs as the TF itself. It is likely that there are other putative targets about which little is known that are worth investigation based on differential expression levels shown in these studies.

These RNAi studies alone cannot distinguish between primary and secondary effects on target genes. Primary target genes trigger subsequent physiological events by acting on distinct biological pathways and modulating the expression of secondary target genes. For instance, we are unable to determine whether the chordotonal and ciliary genes that show reduced expression after *sens* knockdown are the result of direct interactions between Sens and the target gene sequence or are an effect of *sens* knockdown resulting in the loss of sensory precursor cells (Nolo *et al.* 2000). In either case, the data can be used to identify genes involved in these processes.

We observed variability in TF RNA self-knockdown, although the relationship between RNAi knockdown of TF RNA and subsequent expression of protein and downstream target RNAs is not yet well understood. Although we cannot rule out off-target effects, other data can be leveraged to support the observed RNAi results. For example, in the *sens-2* experiment, *sens-2* knockdown was minimal, yet two downregulated genes, *LManV* and *LManVI*, showed very large reductions in expression levels of −6.19 and −4.26, respectively. One possible explanation for this result might be that an off-target candidate gene is responsible for regulating *LManV* and *LManVI*; however, *sens-2* has a specific expression pattern in the fourth chamber of the midgut that is shared by all six alpha-mannosidase genes, as well as by several other genes with high differential expression (Fig. 6c). Since da-Gal4 is driving shRNAi expression in every cell at every stage, it seems unlikely that an off-target effect would cause reduced expression specifically in genes which share our targeted TF's expression pattern. It is also the case that we measured the log2fold change of *sens-2* only pre-blastoderm and at 14–18 hours AEL. It is possible that there is greater reduction in gene expression at earlier stages—it is first expressed 4–6 hours AEL—and that there is subsequent compensatory regulation.

Another variable in TF RNA knockdown that we cannot rule out for those TFs maternally expressed (15 of the 45) is that maternal proteins may mask the effects of RNAi knockdown. Of the three maternally expressed TFs we describe in detail, *ERR* perfectly recapitulates other work, while *kayak* gave intriguing gene knockdowns that need to be further investigated.

Although beyond the scope of this initial data release paper it will be valuable to more formally integrate these studies with other datasets such as ChIP, sc-seq, and many other functional genomics modalities. We expect that RNAi studies at single-cell resolution will show log2fold changes greater than those seen in whole embryo profiling, providing stronger separation of signal from noise and will in the future prove a useful addition to these whole embryo studies. In addition to improving signal to noise the single-cell studies will identify genes that are expressed across multiple cell types, and under the control of distinct regulatory modules and TFs.

Discussion of the specific five TF knockdowns follows:

### **ERR** (zf-C4)

ERR regulates the expression of the genes in the glycolytic pathway (Tennessen *et al*. 2011; Kovalenko *et al*. 2019; Beebe *et al*. 2020). Our data confirm this finding and validate the approach that whole embryo RNAi can replicate the findings of biochemical and S2 cell RNAi approaches. Although a complete study has yet to be done, we do find ERR-binding motifs (MAAGGTCA) (Nitta *et al.* 2015) in all genes of the pathway except for *HexA, Pfk,* and *Gapdh2,* suggesting direct binding of ERR to the genes of the glycolytic pathway. The Kovalenko study (Kovalenko *et al.* 2019) shows that EcR works with ERR to regulate glycolysis. We see EcR and ERR binding sites (Kudron *et al.* 2018) in close proximity in ChIP data near the glycolytic genes *Ldh* and *Gapdh1*. One question raised by Kovalenko *et al*. (2019) was the particular tissues that express both TFs. As the glycolytic pathway genes in embryos are expressed in somatic muscle it is likely the EcR-ERR functional interactions occur there.

### ***sens*** (zf-C2H2)

Chordotonal organs perform proprioceptive and other mechanosensory functions in invertebrates while stereocilia are the mechanosensing organelles in vertebrate animals, specifically in hair cells, which respond to fluid motion for various functions, including hearing and balance. Previous studies of *sens* indicated that *sens* has a dual role as a transcriptional repressor and activator, with low levels of *sens* repressing the transcription of the proneural bHLH gene *achaete*, and higher levels activating *achaete* transcription (Jafar-Nejad *et al*. 2003; Jafar-Nejad and Bellen 2004). Sens is also known to be regulated by *atonal* (Cachero *et al*. 2011) and in our study *ato* transcription is not affected by loss of *sens*. 

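The proneural gene atonal (ato) had 5.55 ± 1.51 CPM (SD, n = 2) in sens knockdown embryos at 6–8 hours and 2.79 ± 0.386 CPM (SD, n = 2) in control embryos. Its log2 fold change of 0.99 (standard error 0.28, adjusted p = 0.572) did not pass edgeR's test. At these levels a change below the spread of the libraries was not detectable.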

In the embryo, we find Sens plays an important role in regulating genes required for chordotonal organ function and ciliary assembly. This observation agrees with a genetic RNAi study that identified *sens*-depleted larvae as having abnormal chordotonal organs (Hassan *et al.* 2018). TFs identified in the Hassan study that are also downregulated in our RNAi study include *ss, cato, retn, Rfx, sv, insv* and the previously uncharacterized TF *CG32006,* providing an intriguing link between proneural genes and neuronal subtype differentiation.

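Of 6 of these TFs tested in sens knockdown embryos at 16–18 hours, CG32006 was lower by edgeR, and 4 were when adjusted over the list alone, which the paper drew from these samples. CG32006 had −2.52 (standard error 0.35, adjusted p = 0.0588). The BEN domain gene insv had −1.08 (standard error 0.27, adjusted p = 0.235), the ARID gene retn −0.95 (standard error 0.30, adjusted p = 0.268), the ciliogenesis gene Rfx −0.37 (standard error 0.18, adjusted p = 0.438) and the Pax gene sv −0.29 (standard error 0.17, adjusted p = 0.515). In 6–8 hour embryos none of the 7 passed by edgeR (DESeq2 called 3 lower), and all 7 were lower when adjusted over the list alone. The proneural gene ato, which the paper reports as unaffected, had 0.99 (standard error 0.28, adjusted p = 0.572) and was higher when adjusted over the list alone. The paper proposes from the lower TFs a link between proneural genes and the differentiation of neuronal subtypes.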

### ***zfh2*** (Homeobox|zf-C2H2)

Previous studies of *zfh2* found that it regulates genes in a variety of tissues and in diverse processes including but not limited to: adult intestinal stem cells, where *zfh2* acts in parallel to insulin signaling and upstream of the TOR growth-promoting pathway (Rojas Villa *et al.* 2019); larval wing discs, where *zfh2* is required for specification of the proximal-distal domains (Terriente *et al.* 2008); and embryonic glial cells where *zfh2* was identified as being upregulated in over-expression studies of the TF *glial cells missing* (*gcm*) (Egger *et al.* 2002). Our data confirm the genetic misregulation studies and substantiate the role of *zfh2* in regulating genes expressed in embryonic glial cells. As no *zfh2* binding motif (Weirauch *et al.* 2014) has yet been described, it will be important to perform biochemical binding studies in the future. In reviewing single-cell studies of the adult brain (Davie *et al.* 2018) we find that 39 of the targets identified in our RNAi studies of embryos continue to be expressed in adult astrocytes (Cluster 10), ensheathing glia A and B (Clusters 14 and 35, respectively), chiasm glia (Cluster 82) and cortex glia (Cluster 60).

### ***sens-2*** (zf-C2H2)

*sens-2* was named for its sequence similarity to *sens* yet these genes have very different spatial expression patterns and appear to have very divergent functions. RNA-seq studies identified expression of *sens-2* in the larval and adult midgut (Graveley *et al.* 2011) and spatial expression in the embryo shows that *sens-2* localizes specifically to the posterior midgut (Hammonds *et al.* 2013). Consistent with these studies of the midgut are microarray experiments showing expression of sens-2 in R4 and R5, the most posterior divisions of the midgut (Buchon *et al.* 2013) and single-cell studies showing *sens-2* expression in midgut enterocytes (Hung *et al*. 2020). We show that Sens-2 regulates expression of mannosidases and more generally mediates genes required for specific digestive functions. Sens-2 shows strong homology to a human TF, growth factor independent 1B transcriptional repressor (GFI1B) (Hu *et al.* 2011). The human mannosidase proteins share sequence homology with the Drosophila mannosidase proteins. A rare but devastating human Lysosomal Storage Disease known as Alpha Mannosidosis is caused by mutations in the human gene MAN2B1, which is related to all of the lysosomal alpha-mannosidases knocked down by RNAi against *sens-2* in our experiments, with LManII being the closest ortholog. Drosophila has many models for various Lysosomal Storage Disorders (Rigon *et al.* 2021) but none yet for alpha mannosidosis. Our studies provide a hypothesis that GFI1B regulates MAN2B1, which could be tested in a fly model.

### *CG32006* (forkhead)

The identity of TFs that regulate genes involved in non-motile ciliary function, including those of the BBSome and IFT-A and IFT-B complexes, are not completely known. Our studies suggest a new unstudied forkhead domain TF, *CG32006*, is a key regulator. Transcription of *CG32006* is likely controlled, at least in part, by the zf-C2H2 TF, *sens,* which is a direct target of atonal, an HLH TF and one of the key proneural genes in Drosophila (Cachero *et al.* 2011). 

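Among TFs of chordotonal development, ato had 1.72 (standard error 0.78, adjusted p = 0.136) and sens 0.12 (standard error 0.49, adjusted p = 0.882) in CG32006 knockdown embryos at 12–14 hours by edgeR, and ss and sv had −0.03 and −0.05. The ARID gene retn was higher, with 1.38 (standard error 0.05, adjusted p = 4.23e-06), as was the BEN domain gene insv, with 1.46 (standard error 0.07, adjusted p = 4.23e-06). Both stand among 1797 genes called higher in this comparison at a log2 fold change of at least 0.5. The ciliogenesis gene Rfx had −0.18 (standard error 0.07, adjusted p = 0.0985). Of 7 such genes tested, 2 were lower, one of them CG32006 itself, and 2 higher, and adjusted over the list alone 3 were higher.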

No other TFs associated with chordotonal development are affected by the *CG32006* RNAi, suggesting they are upstream in the developmental hierarchy.

The human genome encodes 50 forkhead box genes divided into 19 subfamilies (reviewed in (Jackson *et al.* 2010)). Based on amino acid sequence similarity searches (Hu *et al.* 2011) there are nine potential human orthologs of CG32006. FOXJ1 is the ortholog most closely associated with the regulation of cilia development (Brekman et al. 2014; Mukherjee *et al*. 2019) and Brekman *et al.* were able to rescue a phenotype of shortened cilia by overexpressing FOXJ1 in human tissue culture cells that had been treated with cigarette smoke extract. It seems highly likely that CG32006 is the fly ortholog of FOXJ1 and we suggest that it should be renamed FoxJ1.

Future directions for studies of the remaining 650 Drosophila TFs should be prioritized in two ways: (1) those showing strong RNAi phenotypes that match independently reproducible phenotypes and (2) those uncharacterized TFs with human orthologs, especially those associated with human diseases. Some TFs like B-H1 and B-H2 may have redundant functions. For these types of TF pairs reducing expression of each independently and both together will be required. In addition, for genes like *Jra*, whose product forms a heterodimer with *kay*, reducing expression of each independently will allow us to determine if candidate target lists are similar. It will be interesting to explore these and other heterodimer TF pairs both independently and in combination.

## Supplementary Material

iyad004_Supplementary_Data

## Data Availability

Strains are available from the Bloomington Drosophila Stock Center (BDSC) public repository, and identifying information is given in Supplementary Table 47. RNA-seq datasets and all metadata are available at http://encodeproject.org and the SRA. Users accessing the DCC ENCODE site can directly enter a TF of interest into the search bar in the upper right-hand corner and then choose the RNAi RNA-seq experiment from the data types listed. The experiment summary page provides all necessary information for the TF and the RNA-seq experiment, such as the strain genotype, library and sequencing platform information, and associated images, documents and files. All accession and identifying information for each dataset is listed in Supplementary Table 50. Supplementary Figure 1 and Table 1 are available in figshare: https://doi.org/10.25386/genetics.21585612. Supplemental material available at GENETICS online.

How the deposited data were processed for this re-analysis (not part of the article)

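RNA of whole embryos was measured in 399 libraries, 271 from crosses with a hairpin against 1 of 45 TFs and 128 from control crosses. Every TF was examined at 0–1.5 hours after egg laying, at a 2-hour window of peak expression and at 16–18 hours, and Hr51 and CG9876 also at a second peak window. A group of embryos from 1 cross and 1 window has 2 libraries, apart from 3 knockdown groups with 1 library. The labels give the TF, the control set, the window and the replicate number, and no label gives the date of a collection or of a sequencing run.

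The values used are the counts per gene, which the authors made with STAR 2.7.3a and HTSeq 0.12.4 and which were used as deposited. The authors aligned the reads to release 6 of the genome and allowed up to 20 multiple alignments per read, and the counts are not scaled. The methods also name featureCounts 2.0.1, and they name DESeq2 1.28.0 where the labels name DESeq2 1.24.0. Each library lists 17612 gene symbols and 5 summary lines for reads on no gene, which were left out of every test. Of the symbols, 16981 were matched to the dm6 annotation by symbol and 587 by a synonym, and 44 were not matched and carry no coordinates. The library kit keeps the strand of the RNA, but the strand setting of the counting is not named in the paper's text, so counts of antisense RNAs and of overlapping genes are uncertain, as are those of close paralogs.

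Libraries held from 13148430 to 167412388 counts on genes with a median of 54799768. Reads on no gene made up 3.519% to 20.65% of a library.

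The tests were made with edgeR 4.0.16 in R 4.3.3. For each TF and window the 2 knockdown libraries were compared with the 2 control libraries of the same set and window by the quasi-likelihood test. Counts were normalized by TMM, genes with low counts were removed with filterByExpr at a minimum count of 10, and p was adjusted by the method of Benjamini and Hochberg over the genes left. A gene was called at an adjusted p of at most 0.1. The absolute log2 fold change had to reach 0.5 in comparisons across TFs, 1 for the gene sets of the heat maps and 0.4 for fd59A, as in the paper. The spread was estimated from 4 libraries in each comparison, and from 3 for CG15696 at 0–1.5 hours and Camta at 0–1.5 and 12–14 hours, which have 1 knockdown library. Gene levels are CPM after TMM. A group with 0 counts was set to 3 counts per library to give the least fold change, and for a group with 1 to 3 counts in total the ratio of counts is given with its exact binomial 95% interval. Intervals and floors cover counting error only, since the reads carry no molecular identifiers.

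The number of members of each gene list that passed is given with the adjustment over all genes and over the list alone. In all, 51 lists with 529 entries were written down, some from the paper's text, and 125 tests of a list in a comparison are reported. A list that the paper drew from these samples is not independent evidence of its own direction. Each list was also set against all other genes with camera of limma 3.58.1. With its preset correlation between genes 87 of the 125 tests passed, 46 of them among 52 tests of lists from the paper. With a correlation estimated from the 4 libraries, none of these calls held, and the lowest adjusted p was 0.218.

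Alternatives were RLE size factors, no filter on low counts, DESeq2 1.42.0 with its Wald test, the same p with fold changes shrunken by apeglm 1.24.0, 1 fit of all libraries of a window that share the controls, the replicate number as a covariate, leaving out each replicate in turn, and an adjusted p of at most 0.05. For the similarity of libraries, Spearman's correlation, no filter and the 2000 most variable genes were tried. DESeq2 with a normal prior on the fold changes, and a crossed pairing of the replicate numbers, were added after the values had been seen. Both tools were first run on counts simulated from the libraries of 5 comparisons, with 200 genes changed by a known fold in each. For ERR at 10–12 hours, edgeR found 81 of 100 genes with a 2-fold change and 96 of 100 with a 4-fold change. For Xbp1 at 16–18 hours it found 11 and 80. No gene was called in the wrong direction in any of the 5, while 12 to 37 unchanged genes were called by edgeR and 35 to 82 by DESeq2.

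The genes named in the text follow a rule. Named are the targeted TF, every gene that the paper names in the sentence a passage stands at, members of the gene lists, and the 5 genes with the largest increase and the 5 with the largest decrease among called genes whose knockdown libraries both lie on 1 side of both control libraries. Across TFs, the genes called for the most TFs are named. For most other named genes the number of TFs with a call is not given, and some of them changed for several TFs. The paper's tables had been seen when this rule was written. Genes in the closing section that fall outside it were chosen after their values were seen.

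Reads were not aligned again. Counts per exon and per transcript, the paper's comparison with expression in other stages, and the phenotypes of larvae and adults were not examined. The paper's tables of fold changes were used only where its values are set beside those found here.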

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

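The tests of paternal variants, of whether X-linked genes change less in any comparison, of 0–1.5 hour RNA in the knockdown collections and in the shared control library and of eggs that did not develop were chosen only after the results were seen, as were the genes and comparisons of this part.

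A difference between windows brought out 4 neighbouring genes in ERR knockdown embryos. In 1 fit of both windows, the effect at 10–12 hours minus that at 16–18 hours was −5.52 for CG12896, −4.26 for CG11825, −5.57 for Prx2540-1 and −4.83 for Prx2540-2, with adjusted p from 0.000848 to 0.000979. The paper discusses these genes for ERR, but they were called for several TFs at the peak. With ERR counted among the lower ones, CG11825 was lower for 4 TFs and higher for 9 and CG12896 lower for 4 and higher for 7. Prx2540-1 was lower for 4 and higher for 6, and Prx2540-2 lower for 3 and higher for 6. Over 14 control libraries at 10–12 hours Prx2540-1 ranged from 5.58 to 46.1 CPM and Prx2540-2 from 24 to 125 CPM.

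Some genes the paper does not discuss were called at the peak for many TFs. The antisense RNA asRNA:CR43767 was lower for 17 TFs, Hsp70Bb for 16 and the Bomanin BomBc2 for 15, and CG30148 was higher for 14.

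At 0–1.5 hours, when the paper names no targets, 841 genes were lower for both Sox14 (1094 genes) and trh (964 genes), which share their controls, and 146 of them also for sens with the same controls (147 genes). Their median was 1.86 and 1.29 CPM in the control libraries, 0.154 and 0.137 CPM for Sox14 and 0.235 and 0.222 CPM for trh, against 77.9 CPM in 16–18 hour controls. In the other 40 control libraries of 0–1.5 hours the median lay between 0.0114 and 5.54 CPM. Of 18 midgut digestive enzymes, 13 are among the 841.

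Calls on the X chromosome, which the paper does not examine, were few, since in 19 comparisons with calls, but under 200, at an absolute log2 fold change of at least 0.5, 38 of 667 calls at 1 or more were on the X where 109 were expected from the genes tested (ratio 0.348, and 0.416 in the 23 with calls, but under 200, at 1 or more), and 35 of 465 different genes (7.53%) were, against 16.2% of the genes tested (Fisher p = 2.66e-08). The expression level of X-linked genes is argued against by draws matched on expression, to which the observed number had a ratio of 0.365 (mean 104, lowest 76 in 1000 draws), and a general tendency of X-linked genes to change less is argued against by a ratio of 1 in the comparisons with at least 1000 calls (2996 of 18267), though Sox15 had 10 where 24.7 were expected, Pdp1 47 where 61.2 were and CG10209 86 where 106 were. Sequence variants on the fathers' chromosomes, of which sons get no X, remain a candidate explanation that needs differences lasting with age, and 60.1% of 574 autosomal calls (95% interval 56% to 64.1%) had at least 0.5 in the same direction at 16–18 hours, against 15.7% of other autosomal genes, but so did 67.6% of 34 X-linked calls, and a lasting effect of the knockdown would give the same. The 2–4 hour comparisons were left out because of the shared control library described below, and with them the ratio was 0.664. Variants were not looked for in reads, so that the explanation stays open, and no biological explanation was tested.

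Of 45 TFs, 10 had at least 1000 calls at the peak, and 1527 genes were higher in all of caup, CG33557, scro, Kah and CG32006, a set the paper does not describe. Of these genes 98.4% were at 10 CPM or more in 0–1.5 hour controls (median 122 CPM), against 59.1% of the 10323 genes tested in all 5 (median 28.8 CPM). A difference in age that follows each gene's slope over time in the controls is argued against as the whole cause. A median of 85.5% of the calls (79% to 100% in 9 comparisons, with twi not tested) were left after that slope was removed. Genes that rise or fall over time other than along a slope are not covered by this test. In all 9 the changes leaned toward younger embryos (r across genes, which are not independent, from −0.54 to −0.06), so that a difference in age stays open for a part of them. RNA like that of 0–1.5 hour embryos in the knockdown collections is argued against in the same way, with 99.3% of the calls left. Eggs that did not develop and kept stable maternal RNA may be part of it. Genes not yet expressed at 0–1.5 hours had an upper quartile below 0 in 7 of the comparisons. Their medians were −2.50 for caup, −0.67 for scro, −0.41 for Ets65A, −0.33 for Kah, −0.21 for CG32006, −0.18 for Sox15 and −0.12 for Pdp1. The upper quartile was not below 0 for twi (median −0.24) or CG10209 (−0.10), and CG33557 had too few such genes. Mitochondrial transcripts had a median of 3.40 for caup, 0.27 for Sox15 and 0.02 for Pdp1, but −0.14 for Ets65A, −0.51 for scro and CG32006 and −0.72 for Kah. They had 2.18 for CG10209 and −0.41 for twi. An upper quartile below 0 is not particular to these comparisons, since it was also found in 7 of 25 with under 1000 calls (fd59A at −0.35, Hr51 at −0.32, kay at −0.29, ss, E5, scrt and pb). The explanation therefore stays open, as does an arrest of development caused by the knockdown itself, which was not tested.

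For cad, gfzf and su(Hw) at 2–4 hours, 103 genes were lower in all 3 comparisons, which share control libraries, an overlap the paper does not describe. Their median was 123 CPM in control replicate 1 and 6.96 CPM in control replicate 2, and without control replicate 1 0% of the 103 genes were lower in all 3, as any change in that library would give, while RNA like that of 0–1.5 hour embryos in it needs a common share of that RNA in maternal genes, and 491 maternal genes outside the 103 had a median share of 45% (quartiles 41.5% and 48.6%). Without control replicate 1 edgeR called 3 lower genes for cad, 0 for gfzf (22 at an unadjusted p under 0.05) and 0 for su(Hw) (152), in place of 113, 130 and 153 (62, 103 and 101 by DESeq2), and without control replicate 2 it called 392, 608 and 507, with 366 shared. Eggs that did not develop, mixed with embryos of the age of replicate 2, are argued against by 16 genes first expressed in the embryo, whose ratio of replicate 1 to replicate 2 had a median of 27.1% and an upper quartile of 31.6%, below the 53.4% that the share of maternal RNA (46.6%) leaves. Younger embryos in that collection may explain the values, and the age of the embryos was not tested by any other measure.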

How the results depend on the processing

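Tests chosen only after the values were seen are the normal prior and the crossed replicate block. With edgeR as the values are given at the claims, the counts were 24 own transcripts at −1 or lower, 34104 calls at the peak, 53.2% for the share of lower genes called for 1 TF, 44.9% for the share of higher genes called for 1 TF, 131 libraries nearest their replicate, 171 lower genes for ERR, 87 lower genes for sens, 60 higher genes for sens, 38 lower genes for zfh2, 114 higher genes for zfh2, 93 lower genes for sens-2, 145 higher genes for sens-2, 182 lower genes for CG32006, 586 higher genes for CG32006, 436 higher genes for kay, 19 lower genes for Xbp1, 0 higher genes for onecut, 0 lower genes for fd59A, 1437 lower genes for scro, 65 higher genes for su(Hw), 11 glycolytic genes for ERR, 9 cilium genes for sens, 5 chordotonal transduction genes for sens, 12 longitudinal glia genes for zfh2, 6 mannosidases for sens-2, 6 BBSome genes for CG32006, 10 IFT-B genes for CG32006, 11 Bomanins for kay, 0 ER folding genes for Xbp1, 0 neurexin genes for onecut, 8 nicotinic receptors for scro, 73.8% for the antisense share for su(Hw), 4 genes whose ERR effect differed between windows and 0 genes shared by fd59A and onecut. A count was taken as kept within 1.5 times, the share of genes called for 1 TF within its 95% binomial interval, and the antisense share while Fisher's p stayed at 0.05 or less. By that test the antisense share was kept throughout, though it dropped to 38.5% with the replicate block and to the values without 1 library given below. Without a control replicate these come mainly from 585 and 218 calls at 16–18 hours, while at 2–4 hours the share was 76.2% and 60%. Overlap counts of fd59A and onecut near 0 follow from the few calls of one or the other and say nothing about stability. The cause of a change was not tested. By these rules only the antisense share could reverse, and it did not.

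RLE size factors kept 30 of 33 of these results and changed 3, giving 63.4% for the share of lower genes called for 1 TF, 460 lower genes for scro and 3 nicotinic receptors for scro. No filter on low counts kept 21 of 34, with 46.1% for the share of lower genes called for 1 TF, 46.5% for the share of higher genes called for 1 TF, 353 lower genes for ERR, 175 lower genes for sens, 109 higher genes for sens, 250 higher genes for sens-2, 31 lower genes for Xbp1, 2 higher genes for onecut, 3 lower genes for fd59A, 15 cilium genes for sens, 2 longitudinal glia genes for zfh2, 2 ER folding genes for Xbp1 and 48 genes whose ERR effect differed between windows. DESeq2 kept 20 of 33, with 41.6% for the share of higher genes called for 1 TF, 243 lower genes for sens, 125 higher genes for sens, 203 higher genes for zfh2, 76 lower genes for Xbp1, 337 higher genes for onecut, 5 lower genes for fd59A, 697 lower genes for scro, 181 higher genes for su(Hw), 24 cilium genes for sens, 5 ER folding genes for Xbp1, 5 neurexin genes for onecut and 202 genes whose ERR effect differed between windows. With apeglm, 6 of 17 were kept, with 142 lower genes for sens, 106 higher genes for sens, 24 lower genes for zfh2, 179 higher genes for zfh2, 83 lower genes for CG32006, 229 higher genes for kay, 44 lower genes for Xbp1, 237 higher genes for onecut, 5 lower genes for fd59A, 637 lower genes for scro and 166 higher genes for su(Hw). The fit of the libraries that share the controls kept 8 of 16, with 270 lower genes for sens, 113 higher genes for sens, 0 lower genes for CG32006, 0 higher genes for CG32006, 30 lower genes for Xbp1, 290 higher genes for onecut, 928 lower genes for scro and 12 higher genes for su(Hw). An adjusted p of at most 0.05 left 26868 calls at the peak, and Spearman's correlation left 126 libraries nearest their replicate against 84 with the 2000 most variable genes. Where edgeR called 0 higher genes for onecut at 16–18 hours and 0 lower genes for fd59A at 10–12 hours, 2558 and 1299 genes had an unadjusted p under 0.05, as did 641 for Xbp1 at 16–18 hours and, in the fit of the shared controls, 2262 for CG32006 at 12–14 hours and 1135 at 16–18 hours.

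Replicate numbers gave no pairing of knockdown with control libraries that holds for all comparisons. The correlation of their differences ranged from −0.93 to 0.94 with a median of 0.10. That median goes over both signs and does not settle whether replicates are paired in a single comparison. The replicate block kept 20 of 33 results, with 45.7% for the share of lower genes called for 1 TF, 41.6% for the share of higher genes called for 1 TF, 295 lower genes for ERR, 340 lower genes for sens, 167 higher genes for sens, 61 lower genes for zfh2, 244 higher genes for zfh2, 141 lower genes for Xbp1, 50 lower genes for fd59A, 13 higher genes for su(Hw), 28 cilium genes for sens, 8 ER folding genes for Xbp1 and 12 genes whose ERR effect differed between windows. Pairing knockdown replicate 1 with control replicate 2, chosen after the correlations were seen, kept 1 of 8 and gave 58 lower genes for zfh2, 249 higher genes for zfh2, 236 higher genes for sens-2, 29 lower genes for Xbp1, 211 higher genes for onecut, 142 higher genes for su(Hw) and 3 genes shared by fd59A and onecut. The normal prior kept 15 of 30, with 28 lower genes for ERR, 11 lower genes for zfh2, 16 higher genes for zfh2, 57 lower genes for sens-2, 53 higher genes for sens-2, 93 lower genes for CG32006, 212 higher genes for kay, 60 lower genes for Xbp1, 327 higher genes for onecut, 5 lower genes for fd59A, 693 lower genes for scro, 158 higher genes for su(Hw), 23 cilium genes for sens, 5 ER folding genes for Xbp1 and 5 neurexin genes for onecut.

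Leaving out 1 library in turn kept 15 and 16 of 33 results without the first and second knockdown replicate and 19 and 11 without the first and second control replicate. The lone library left in an arm was assumed to vary like the other group. Lowest and highest values were 23 to 28 own transcripts at −1 or lower, 34198 to 49252 calls at the peak, 37 to 52.2% for the share of lower genes called for 1 TF, 29.6 to 48.3% for the share of higher genes called for 1 TF, 118 to 400 lower genes for ERR, 20 to 757 lower genes for sens, 13 to 240 higher genes for sens, 40 to 598 lower genes for zfh2, 138 to 393 higher genes for zfh2, 48 to 192 lower genes for sens-2, 62 to 432 higher genes for sens-2, 138 to 398 lower genes for CG32006, 553 to 1556 higher genes for CG32006, 0 to 1153 higher genes for kay, 21 to 986 lower genes for Xbp1, 0 to 1376 higher genes for onecut, 3 to 1644 lower genes for fd59A, 151 to 1015 lower genes for scro, 4 to 591 higher genes for su(Hw), 10 to 12 glycolytic genes for ERR, 1 to 28 cilium genes for sens, 1 to 7 chordotonal transduction genes for sens, 10 to 17 longitudinal glia genes for zfh2, 2 to 6 mannosidases for sens-2, 5 to 6 BBSome genes for CG32006, 5 to 8 IFT-B genes for CG32006, 0 to 12 Bomanins for kay, 0 to 6 ER folding genes for Xbp1, 0 to 6 neurexin genes for onecut, 0 to 6 nicotinic receptors for scro, 26.7 to 50% for the antisense share for su(Hw) and 5 to 184 genes whose ERR effect differed between windows. For kay, 0 higher genes were called without the first knockdown replicate, where 1599 genes had an unadjusted p under 0.05, 13 without the second, 241 and 1153 without the first and second control replicate, and 1803 higher genes by DESeq2 at 0.5.

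Of single genes named in the text, 1221 of 1253 kept their direction and side of the threshold with RLE size factors, 1161 of 1253 with no filter on low counts, 1028 of 1195 by DESeq2, 1040 of 1251 in the fit of the shared controls and 1087 of 1253 with the replicate block, and none reversed. Without 1 library 968 to 1040 were kept and 10 reversed, given here with their log2 fold change from all libraries and their lowest and highest without 1. Without knockdown replicate 2, Syx1A (0.23, −0.68 to 0.85), VAChT (−0.02, −0.39 to 0.30) and unc-13 (0.25, −0.31 to 0.71) reversed for fd59A at 10–12 hours and Jon99Fii (0.75, −2.62 to 1.77) for scro at 12–14 hours. Without control replicate 1, Syx1A (−0.02, −0.45 to 0.71) and unc-13 (−0.04, −0.41 to 0.57) reversed for onecut at 16–18 hours, and vas (−3.19, −4.19 to 0.28) and exu (−4.29, −5.32 to 0.34) for su(Hw) at 2–4 hours. Without control replicate 2, onecut (0.02, −0.25 to 0.47) reversed for onecut knockdown embryos and pgc (−0.21, −1.10 to 2.25) for su(Hw), both at 16–18 hours. In the calculation from all libraries, only vas and exu were called among the 10.

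Alternatives gave no value for Camta at 12–14 hours where they need its missing second knockdown library, and the 6–8 hour windows of CG9876 and Hr51 were not run under them. What 2 libraries per group can call was tested on simulated counts. Of 100 simulated 2-fold changes, edgeR recovered 81 for ERR at 10–12 hours, 62 for sens-2 at 14–16 hours and for kay at 16–18 hours, but 11 for Xbp1 and 12 for onecut at 16–18 hours, where DESeq2 recovered 49 and 32 but also called 65 and 82 unchanged genes, against 17 and 13 by edgeR. The depth of the knockdown libraries alone does not order these numbers, since the knockdown libraries held 47414506 to 53952062 counts for ERR and 52407355 to 57811573 for Xbp1, and 92638972 to 167412388 for sens-2. Of 4-fold changes edgeR recovered 72 to 96, and none was called in the wrong direction by either tool.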

Differences from the paper's values

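The alternatives named in this part were set before the data were examined, except for the normal prior, which was added afterwards. The paper states 131 values that could be computed here, and 71 of them differ. Log2 fold changes were taken to differ where they lie further from the paper's value than the standard error in that setting, and counts where they differ by over 1.5 times. Differing values numbered 69 of 129 with RLE size factors, 71 of 129 with no filter on low counts, 61 of 129 by DESeq2, 62 of 127 with apeglm, 71 of 128 in 1 fit of the libraries that share the controls and 76 of 128 with the replicate block. Without 1 library, 70 to 79 values differed.

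Of 92 log2 fold changes of a targeted TF's own transcript, 46 differ. In every case the value found here lies further from 0 than that in the paper's table. For Xbp1 at 16–18 hours the paper's text gives another value than its table, further from 0 than the value found here and within its standard error. None of the alternatives brought the following 27 within the standard error of the paper's value. CG15696 at 16–18 hours had −2.33 (the paper's −0.91), CG32006 at 12–14 hours had −3.07 (the paper's −2.35), CG32006 at 16–18 hours had −3.43 (the paper's −2.12) and CG33557 at 6–8 hours had −5.92 (the paper's −1.57). CG9876 at 16–18 hours had −6.34 (the paper's −1.58), dac at 16–18 hours had −1.02 (the paper's −0.74), ERR at 10–12 hours had −1.62 (the paper's −1.23) and ERR at 16–18 hours had −1.67 (the paper's −1.14). esn at 16–18 hours had −1.28 (the paper's −0.98), fd59A at 10–12 hours had −1.98 (the paper's −1.02), fd59A at 16–18 hours had −2.23 (the paper's −1.44) and Fer1 at 12–14 hours had −1.36 (the paper's −0.40). Fer1 at 16–18 hours had −2.08 (the paper's −0.85), foxo at 10–12 hours had −0.75 (the paper's −0.39), HLH54F at 8–10 hours had −4.01 (the paper's −2.22) and HLH54F at 16–18 hours had −3.96 (the paper's −1.50). Hr3 at 12–14 hours had −1.30 (the paper's −0.48), pb at 8–10 hours had −1.29 (the paper's −0.84), sens at 6–8 hours had −2.08 (the paper's −1.26) and sens at 16–18 hours had −5.22 (the paper's −0.90). Sox14 at 6–8 hours had −1.81 (the paper's −1.47), Sox14 at 16–18 hours had −2.81 (the paper's −0.74), toe at 6–8 hours had −2.46 (the paper's −1.80) and toe at 16–18 hours had −4.65 (the paper's −0.71). Xbp1 at 10–12 hours had −3.99 (the paper's −2.78). Camta at 12–14 hours had −0.89 (the paper's −0.55) and Camta at 16–18 hours had −0.97 (the paper's −0.64), where its single knockdown library at 12–14 hours left no value with the replicate block, without the first knockdown replicate or without either control replicate. The values of CG33557 at 6–8 hours, of CG9876 at 16–18 hours and of sens at 16–18 hours rest on 1, 1 and 3 counts in the knockdown libraries and depend on the prior count. As ratios of counts they are 121-fold (95% counting interval 21.1 to 4820), 99.1-fold (17.4 to 3950) and 38.4-fold (12.7 to 189) lower.

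For the others, an alternative came within the paper's value, and the alternatives not named did not. bsh at 10–12 hours had −0.64 (the paper's −0.09), and came within it by DESeq2, with apeglm and without either knockdown replicate or the first control replicate. caup at 10–12 hours had −4.22 (the paper's −3.52), and came within it with RLE size factors, by DESeq2, with apeglm and without the second knockdown replicate or either control replicate. CG33557 at 16–18 hours had −2.49 (the paper's −0.45), and came within it with apeglm, whose value was −0.08. CG9876 at 12–14 hours had −2.96 (the paper's −0.68), and came within it with apeglm, whose value was −0.01. Both of these apeglm values lie near 0 and count as reached through the wide standard error before shrinkage. dac at 6–8 hours had −0.79 (the paper's −0.52), and came within it with no filter on low counts, by DESeq2, with the replicate block and without either knockdown replicate or the first control replicate. esn at 14–16 hours had −1.10 (the paper's −0.86), and came within it with apeglm and without the second knockdown replicate or the first control replicate. Ets65A at 16–18 hours had −1.32 (the paper's −1.01), and came within it by DESeq2, with apeglm, in 1 fit of the libraries that share the controls and without the first knockdown replicate or either control replicate. Hr3 at 16–18 hours had −0.86 (the paper's −0.52), and came within it with apeglm and without the second knockdown replicate or the second control replicate. Kah at 8–10 hours had −0.62 (the paper's −0.50), and came within it with RLE size factors, with no filter on low counts, by DESeq2, with apeglm, in 1 fit of the libraries that share the controls, with the replicate block and without the second knockdown replicate or the second control replicate. Pdp1 at 14–16 hours had −0.54 (the paper's −0.40), and came within it with apeglm and without the first knockdown replicate or the first control replicate. repo at 16–18 hours had −0.99 (the paper's −0.73), and came within it with apeglm and without the first control replicate. scrt at 10–12 hours had −1.53 (the paper's −1.03), and came within it with apeglm and without the second control replicate. scrt at 16–18 hours had −1.22 (the paper's −1.03), and came within it by DESeq2, with apeglm and without the first knockdown replicate or either control replicate. Sox15 at 10–12 hours had −1.06 (the paper's −0.71), and came within it with apeglm and without the second knockdown replicate or the first control replicate. ss at 12–14 hours had −0.87 (the paper's −0.41), and came within it without the first knockdown replicate or the second control replicate. Xbp1 at 16–18 hours had −3.74 (the paper's −3.29), and came within it without the first knockdown replicate. zfh2 at 12–14 hours had −0.49 (the paper's −0.35), and came within it with apeglm and without the first knockdown replicate or the second control replicate. CG9876 at 6–8 hours had −1.24 (the paper's −0.31) and Hr51 at 6–8 hours had −1.28 (the paper's −0.53), for which no alternative was run because the window is neither the peak nor 16–18 hours.

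Among the log2 fold changes of other genes, none of the alternatives reached the paper's value for 7. CG15818 in ERR knockdown embryos at 10–12 hours had −1.91 (the paper's −1.36), eys in sens knockdown embryos at 6–8 hours had −2.78 (the paper's −2.17) and Obp44a in zfh2 knockdown embryos at 12–14 hours had −3.79 (the paper's −2.13). Nepl15 in zfh2 knockdown embryos at 12–14 hours had 1.93 (the paper's 1.62), LManV in sens-2 knockdown embryos at 14–16 hours had −8.90 (the paper's −6.19) and LManVI in sens-2 knockdown embryos at 14–16 hours had −12.28 (the paper's −4.26). CG32006 in sens knockdown embryos at 16–18 hours had −2.52 (the paper's −1.30). The value of LManVI rests on 2 counts in the knockdown libraries, a ratio of 5740-fold (95% counting interval 1590 to 47400). The others were reached by some alternatives and not by those left unnamed. Got2 in ERR knockdown embryos at 10–12 hours had −1.12 (the paper's −0.90), reached without the second control replicate. Nepl15 in zfh2 knockdown embryos at 16–18 hours had 1.97 (the paper's 1.51), reached without the first knockdown replicate. BBS4 in CG32006 knockdown embryos at 12–14 hours had −1.42 (the paper's −0.98), reached by DESeq2, with apeglm and without the second knockdown replicate or the second control replicate. Ttc26 in CG32006 knockdown embryos at 16–18 hours had −1.13 (the paper's −0.70), reached by DESeq2, with apeglm, in 1 fit of the libraries that share the controls and without the first knockdown replicate or the second control replicate. CG14367 in CG32006 knockdown embryos at 12–14 hours had −1.33 (the paper's −1.1), reached by DESeq2, with apeglm, in 1 fit of the libraries that share the controls and without the first knockdown replicate or the first control replicate. niki in CG32006 knockdown embryos at 12–14 hours had −1.71 (the paper's −0.88), reached with apeglm and without the second knockdown replicate or the first control replicate. btv in CG32006 knockdown embryos at 12–14 hours had −1.16 (the paper's −0.97), reached with no filter on low counts, by DESeq2, with apeglm, with the replicate block and without any 1 of the 4 libraries. CG3769 in CG32006 knockdown embryos at 12–14 hours had −1.33 (the paper's −1.02), reached by DESeq2, with apeglm, in 1 fit of the libraries that share the controls, with the replicate block and without the second knockdown replicate or the second control replicate.

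Counts are set beside the paper's at its adjusted p of at most 0.1 and its thresholds of the log2 fold change. Genes lower by at least 1 for ERR at 10–12 or 16–18 hours numbered 171 (the paper's 26), and none of the alternatives reached the paper's number. Genes higher by at least 1 for zfh2 at 12–14 or 16–18 hours numbered 114 (the paper's 12), and none of the alternatives reached the paper's number. Genes lower by at least 1 for sens-2 at 14–16 or 16–18 hours numbered 93 (the paper's 49), reached without the second control replicate and not by the others. Genes higher by at least 1 for sens-2 at 14–16 or 16–18 hours numbered 145 (the paper's 36), and none of the alternatives reached the paper's number. Genes lower by at least 1 for CG32006 at 12–14 or 16–18 hours numbered 182 (the paper's 65), reached with apeglm and not by the others. Genes lower by at least 1 for CG32006 at 12–14 hours numbered 182 (the paper's 45), reached with apeglm and not by the others. Genes higher by at least 1 for su(Hw) at 2–4 or 16–18 hours numbered 65 (the paper's 181), reached by DESeq2, with apeglm and without the second control replicate and not by the others. Antisense RNAs among the genes higher for su(Hw) numbered 48 (the paper's 110), reached by DESeq2 and without either control replicate and not by the others. The highest share of listed genes called for a TF, that of caup, was 54.1% (the paper's upper limit is 20%), and none of the alternatives reached the paper's number. TFs with their own log2 fold change at −1 or lower numbered 24 (the paper's 15), reached with apeglm and with the replicate block and not by the others. For the share of listed genes the paper states no threshold of the fold change, and 0.5 was used.

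With DESeq2 and a normal prior on the fold changes, an alternative chosen after the paper's values had been seen to lie nearer 0, 18 of 129 values differ, 8 of them own transcripts, and it drops 16 of 213 entries of the gene lists that the paper names as changed. Of these 213 entries edgeR called 153 and DESeq2 197 in the paper's direction at either window, and the normal prior lost 2 of the 153. The Bomanins were left out of the entries, since the paper does not name the members it counts. Each value given above with alternatives came within the paper's with that prior, except for CG9876 at 16–18 hours (−2.02), Fer1 at 12–14 hours (−0.52), HLH54F at 8–10 hours (−2.60), Hr3 at 12–14 hours (−0.64), sens at 6–8 hours (−1.49), Sox14 at 16–18 hours (−0.97), toe at 16–18 hours (−0.98), Xbp1 at 10–12 hours (−3.14), Obp44a for zfh2 (−2.38), LManV for sens-2 (−6.88), LManVI for sens-2 (−5.66), the lower genes of CG32006 at 12–14 hours (68) and the highest share of genes (50.1%). With it, genes lower numbered 28 for ERR and 57 for sens-2, genes higher 16 for zfh2, 53 for sens-2 and 158 for su(Hw), and 16 TFs reached −1.

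Statements without a number also differ. Of 60 entries of the paper's lists that edgeR did not call, all but Rfx and sv, for sens, were called in some other setting. Those called by DESeq2 number 47, with the replicate block 49, in 1 fit of the libraries that share the controls 44, with no filter on low counts 23, without the first and second control replicate 38 and 47, and without the first and second knockdown replicate 6 and 5. With apeglm the calls are those of DESeq2, and with RLE size factors none of the 60 was called. The paper reports that replicates clustered together, while here the replicate was the most correlated library for 131 of 396 libraries, 126 with Spearman's correlation and 84 over the 2000 most variable genes, and the window was shared for 392 of 396 as the paper reports. It names Bdp1 and caup as a pair with many shared targets at the peak, while Bdp1 had 3 lower and 6 higher genes there by edgeR, and 1 and 171 by DESeq2. The decreased genes of fd59A are said to overlap with the increased genes of onecut. Because edgeR called 0 lower genes for fd59A at 10–12 hours and 0 higher genes for onecut at 16–18 hours (1299 and 2558 genes at an unadjusted p under 0.05, and 5 and 337 called by DESeq2), the overlap of calls tests nothing, and the crossed replicate block, chosen after the values were seen, shared 3, while how many entries of the paper's lists it drops was not counted. Of 587 genes with an unadjusted p under 0.05 and at most −0.4 for fd59A, 523 had a positive log2 fold change for onecut, where 246 would follow from all genes, and r was −0.683 across 9408 genes, which are not independent of each other, both in the direction that the paper gives. A shift of genes abundant in early embryos goes with this, as the 1527 genes higher in all of caup, CG33557, scro, Kah and CG32006 had a median of 0.59 for fd59A and −1.19 for onecut. Without them r was −0.541, and without all genes at 10 CPM or more in 0–1.5 hour controls it was −0.324, with 325 of 381 genes positive for onecut where 202 would follow. Nepl15 is described as the most increased gene for zfh2 at both windows, while CG6295 was 778-fold higher (804 against 1 counts, 95% counting interval 139 to 30800, adjusted p = 0.00695) at 12–14 hours and CR30029 had 5.26 (standard error 0.90, adjusted p = 0.0967) at 16–18 hours, where Nepl15 had 1.93 and 1.97. Obp44a is described as the sole gene with a decrease past the threshold of 1 for zfh2 at 12–14 hours, and 16 genes passed it by edgeR. For ERR and CG32006 the heatmaps of the paper include changes at 16–18 hours, where edgeR called 0 genes (263 and 1339 had an unadjusted p under 0.05) and DESeq2 called 53 and 658 in both directions. The sodium symporters are given a narrow range of decreases for zfh2 at 12–14 hours, while CG6723 had −5.10 and CG9657 −2.66 beside −0.92 for Gat and −0.93 for Eaat1. The neurexin family genes for onecut, of which the paper reports all as increased at 16–18 hours, were called 0 times by edgeR (2558 genes had an unadjusted p under 0.05) and 5 times by DESeq2. The folding genes named for Xbp1 at 16–18 hours were called 0 times by edgeR (641 genes) and 2 times by DESeq2. For kay 11 of 12 Bomanins and for sens-2 all 6 mannosidases passed in the direction that the paper gives, as did 11 of 12 glycolytic genes for ERR at 10–12 hours.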

Other observations

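All tests in this part were chosen only after the values were seen. Some digestive enzyme genes, the peroxiredoxin cluster and single genes of metabolism changed in comparisons where the paper does not describe it. In Hr3 knockdown embryos at 12–14 hours Hr3 had −1.30 (adjusted p = 0.0252). Of 16 midgut digestive enzymes, 8 were higher and none lower by edgeR, while 9 were higher by DESeq2 and 3 with no filter on low counts. Their median was 0.92 (0.85 to 1.16 without any 1 library). The trypsin-like Jon99Fi had 2.16 (standard error 0.38, adjusted p = 0.0379), and with no filter on low counts its adjusted p was 0.119. Hr3 shares its control libraries with zfh2, and 32 of its higher genes were also higher for zfh2 at 12–14 hours. Independent sets would share 0.77, so that these calls are not independent of the shared controls. In Fer1 knockdown embryos at 12–14 hours, where Fer1 had −1.36, Jon25Bi had 2.37 and Jon44E 1.69, and 5 of 17 digestive enzymes were higher (3 without the second knockdown replicate, 11 without the first control replicate, and 7 without the second, where 2 were lower), while 3 of 7 Bomanins were lower. The 4 genes of the peroxiredoxin cluster were higher for Hr3 at 12–14 hours, with a median of 1.59, and for CG34376 at 10–12 hours, with a median of 2.04, and all 4 were also called without any 1 library. DESeq2 called 3 and 2 of them, but CG34376 itself had −0.07 (adjusted p = 0.967), and the cluster was called for several TFs and varied among controls, so that neither change can be assigned to the targeted TF. For foxo at 16–18 hours, where foxo had −0.67 (adjusted p = 0.0309), Amy-p had −2.04 (adjusted p = 0.0443), Amy-d −1.17 (adjusted p = 0.0869), the insulin-like gene Ilp6 −0.90 (adjusted p = 0.0443) and Pepck2 −0.80 (adjusted p = 0.0309). The amylases are 2 of 17 digestive enzymes, of which 4 were lower and 0 higher by edgeR over all genes, 4 lower and 5 higher over the list alone and, of 18, 4 lower and 3 higher by DESeq2, with a median of 0.13 by edgeR, and 5 lower and 9 higher without the second knockdown replicate. Without the first control replicate neither foxo nor any of these 4 genes passed, and without the second only Amy-p did (adjusted p = 0.0287).

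Neuron and muscle genes also moved in comparisons whose effects on these genes the paper does not describe. In TfAP-2 knockdown embryos at 16–18 hours, 10 of 12 mature neuron genes were lower (5 to 8 without 1 library, the fewest without the first control replicate), 9 of 11 presynaptic genes (3 to 5) and 6 of 10 nicotinic receptor genes (3 to 5), and Syt1 had −0.74 and elav −0.64, while TfAP-2 itself had −0.60 (adjusted p = 0.101). Medians of the lists were −0.65, −0.41 and −0.48, and −0.66, −0.42 and −0.49 by DESeq2, which called 11, 10 and 7. For fd59A at 16–18 hours, 6 of 12 mature neuron genes were higher and 8 of 17 digestive enzymes lower by edgeR, 9 of 12 and 15 of 18 by DESeq2, and 0 of each by edgeR without the first or without the second control replicate (1417 and 1436 genes at an unadjusted p under 0.05), with elav at 0.95 (adjusted p = 0.0349). In twi knockdown embryos at 2–4 hours, whose control is labelled with another driver, twi had −1.19 and Him −2.27, while 7 of 14 somatic muscle genes were higher and 1 lower by edgeR and by DESeq2, among them Mhc (2.76) and Act57B (2.51). By edgeR 0 of the 14 were called without the first or without the second knockdown replicate, where 2152 and 2361 genes had an unadjusted p under 0.05. HLH54F had −4.01 in its own knockdown at 8–10 hours, with tey at −1.02 and Hr3 at −0.82. Of its 99 lower genes, 67 were also lower for Kah, which shares the controls, where independent sets would share 7.42. These calls are thus not independent of the shared controls. Neither tey nor Hr3 passed without either control replicate or with the replicate block (adjusted p = 0.219 for each with the block).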
